# Tomatidine enhances lifespan and healthspan in *C. elegans* through mitophagy induction via the SKN-1/Nrf2 pathway

**DOI:** 10.1038/srep46208

**Published:** 2017-04-11

**Authors:** Evandro F. Fang, Tyler B. Waltz, Henok Kassahun, Qiping Lu, Jesse S. Kerr, Marya Morevati, Elayne M. Fivenson, Bradley N. Wollman, Krisztina Marosi, Mark A. Wilson, Wendy B. Iser, D. Mark Eckley, Yongqing Zhang, Elin Lehrmann, Ilya G. Goldberg, Morten Scheibye-Knudsen, Mark P. Mattson, Hilde Nilsen, Vilhelm A. Bohr, Kevin G. Becker

## Abstract

Aging is a major international concern that brings formidable socioeconomic and healthcare challenges. Small molecules capable of improving the health of older individuals are being explored. Small molecules that enhance cellular stress resistance are a promising avenue to alleviate declines seen in human aging. Tomatidine, a natural compound abundant in unripe tomatoes, inhibits age-related skeletal muscle atrophy in mice. Here we show that tomatidine extends lifespan and healthspan in *C. elegans*, an animal model of aging which shares many major longevity pathways with mammals. Tomatidine improves many *C. elegans* behaviors related to healthspan and muscle health, including increased pharyngeal pumping, swimming movement, and reduced percentage of severely damaged muscle cells. Microarray, imaging, and behavioral analyses reveal that tomatidine maintains mitochondrial homeostasis by modulating mitochondrial biogenesis and PINK-1/DCT-1-dependent mitophagy. Mechanistically, tomatidine induces mitochondrial hormesis by mildly inducing ROS production, which in turn activates the SKN-1/Nrf2 pathway and possibly other cellular antioxidant response pathways, followed by increased mitophagy. This mechanism occurs in *C. elegans*, primary rat neurons, and human cells. Our data suggest that tomatidine may delay some physiological aspects of aging, and points to new approaches for pharmacological interventions for diseases of aging.

Aging is becoming an international challenge to healthcare systems in both developed and developing countries. Unveiling the most common underlying causes of aging will permit the development of safe interventional strategies to delay aging and extend healthspan in humans^1^,^2^. Several cellular alternations that may be critical towards the development of an aging phenotype been identified, including mitochondrial dysfunction, oxidative stress, genomic instability, and loss of proteostasis^3^. Research regarding mitochondrial dysfunction and age-related diseases, such as neurodegenerative diseases, have highlighted the importance of mitochondrial homeostasis for healthy aging and disease resistance^4^,^5^,^6^. Mitochondrial homeostasis relies on mitochondrial biogenesis, regulated in part by AMPK and PGC-1a, and by selective removal of dysfunctional or damaged mitochondria by mitochondrial autophagy (mitophagy). Impaired mitophagy may occur in physiological aging, premature aging diseases, neurodegenerative diseases, and sarcopenia^6^,^7^,^8^,^9^.

While the average lifespan has increased markedly over the past two centuries, the number of people living with one or more chronic age-related diseases has also increased, particularly in sedentary and over nourished individuals^10^,^11^. Prominent age-related diseases are diabetes, cardiovascular disease, cancers, arthritis, and Alzheimer’s and Parkinson’s diseases. Studies on a broad array of organisms, including *C. elegans*, flies, mice and humans, have shown that dietary energy restriction and exercise can counteract age-related functional decline of cells and organs, and can prevent or delay the onset of various age-related diseases^12^,^13^,^14^,^15^. Emerging evidence suggests that energy restriction, fasting, and exercise may increase cellular and organismal resistance to aging and disease by activating multiple signaling pathways that protect against oxidative, metabolic, and proteotoxic stress^16^,^17^. Examples of these signaling pathways include up-regulation of antioxidant enzymes, sirtuins, DNA repair efficiency, trophic factor production, general autophagy, and mitophagy^9^,^16^,^18^,^19^,^20^. These stress-related activities are examples of hormesis, in which moderate levels of biological stress, such as exercise, elicit a biological response that confers resistance to greater amounts of stress^17^,^21^. Interestingly, recent findings suggest that, in addition to energy restriction and exercise, certain ‘noxious’ chemicals in fruits, vegetables and other plants may counteract aging and disease by inducing adaptive (hormetic) stress responses in cells^22^,^23^.

It has been suggested that small compound inhibition of growth hormone/IGF-1 axis, mTOR-S6K pathway, or activation of AMPK, specific sirtuins, or NF-E2 related factor 2 (Nrf2), may improve healthspan in humans^2^,^24^. Interestingly, many of these pathways are directly or indirectly linked to mitochondria biogenesis (sirtuins, AMPK) and mitophagy (mTOR, SIRT1)^2^,^4^,^19^,^25^,^26^. The discovery of phytochemicals that affect these aging-related pathways may extend our understanding of aging mechanisms and point to novel therapeutic interventions that promote healthy aging and counteract disease processes^23^. Tomatoes are a common, nutritious and inexpensive vegetable containing many bioactive compounds^27^. Tomatidine is the aglycone of α-tomatine, a major glycoalkaloid found in unripe tomato fruits, leaves and stems^27^. Green tomatoes have a high content of tomatine of up to 500 mg/kg, while ripe red tomatoes have less than 5 mg/kg^27^. Tomatidine, a metabolite of tomatine, has multiple beneficial biological effects including anti-inflammatory^28^, anti- tumorigenic, and lipid-lowering activities^29^. Recently, tomatidine was shown to increase mitochondrial DNA content, muscle fitness, as well as lower adiposity in a mouse model of skeletal muscle atrophy, suggesting a role in improving muscle healthspan^30^. However, molecular mechanisms underlying this activity of tomatidine is largely unexplored, and broad health benefits, like lifespan, have not been investigated.

Here, we show that tomatidine treatment in *C. elegans* extends lifespan, improves mitochondrial function, and protects muscle function against age-associated deterioration. We found that tomatidine maintains mitochondrial homeostasis by modulating mitochondrial biogenesis and PINK-1/DCT-1-dependent mitophagy in cells of multiple species, including nematodes, rats, and humans. Tomatidine induces mild oxidative stress, activates the SKN-1/Nrf2 pathway and other cellular antioxidant responses, which induces mitophagy.

## Results

### Tomatidine extends lifespan of wild-type *C. elegans*

Lifespan of the nematode *C. elegans* quantifies organismal longevity that depends upon various aging processes^31^. We exposed N2 (wild type) *C. elegans* to tomatidine at concentrations of 0, 25, and 50 μM beginning at the L4 stage, and *C. elegans* survival was recorded. Tomatidine consistently extended lifespan at a concentration of 25 μM with (7.0 ± 0.8)% increase (Figs 1A and S1B), while there was no significant change of lifespan at 50 μM (Figure S1A). When assessing the survival curve further, it was noted that many *C. elegans* exposed to 50 μM tomatidine died at relatively early ages (7 to 13 days) compared to *C. elegans* not exposed to tomatidine, but those that survived this period of increased death had a longer maximal lifespan (Figure S1A). This biphasic dose – response effect of tomatidine is consistent with a hormesis-based mechanism of action^17^. We also noticed that 50 μM tomatidine exhibited some toxicity to *C. elegans* healthspan as well (data not shown), while no detectable toxicity was noticed with tomatidine concentrations of 25 μM or less. Based on these dose-dependent responses in lifespan, 25 μM tomatidine was selected as an optimal concentration for most subsequent experiments.

### Tomatidine enhances muscle function and modulates metabolism in *C. elegans*

There is a dramatic physical decline in swimming ability, pharyngeal pumping, and maximum movement velocity as *C. elegans* age^32^,^33^. These behaviors reflect the overall muscle health of *C. elegans,* and any attenuation of these age-related declines due to an intervention would suggest anti-aging effect on muscle cells. Our data consistently showed age-dependent decreases of pharyngeal pumping and swimming movement in N2 *C. elegans* (Fig. 1B,C). *C. elegans* treated with 25 μM tomatidine exhibited enhanced pharyngeal pumping at multiple time points during their life (Fig. 1B). Although 25 μM tomatidine did not affect swimming ability in young (adult day 4) *C. elegans*, as they aged (adult day 12), tomatidine significantly delayed the age-related decrease of swimming movement scores (48% improvement compared with vehicle) (Fig. 1C). Maximum movement velocity in *C. elegans* has been suggested to decline with age and to correlate with longevity^33^. We verified the decrease of maximum movement velocity with age in N2 *C. elegans*, but found no significant differences in maximum movement velocity in tomatidine-treated *C. elegans* from adult days 4 to 10 compared with vehicle treatment (Figure S1C, and data not shown). Collectively, tomatidine is able to alleviate some features of aging-related physical decline in *C. elegans*, which indicates an improvement in healthspan.

We further asked whether the improvement of swimming and pharyngeal pumping implied inhibition of sarcopenia, so we performed phalloidin staining on worm muscle cells to assess actin filament structure^34^. We carefully analyzed the muscle morphology in day 4 and day 8 adult worms treated with or without tomatidine, and presented the data as percentage of muscle cells that possessed “no damage”, “minor damage”, or “major damage” (Figure S1E). Tomatidine had no significant effect on actin filament damage in adult day 4 worms. However, in day 8 worms, tomatidine decreased the percentage of muscle cells that exhibited severe damage: first repeat, 54% in N2 (veh) compared with 24% N2 (tomatidine); second repeat 15% in N2 (veh) vs. 7% N2 (tomatidine) (Figure S1F). Collectively, these data suggest that tomatidine inhibits sarcopenia not only in mice^30^ but also in *C. elegans*.

We further investigated whether tomatidine-induced improvement of muscle-dependent behaviors could be related to the preservation of muscle cells. We previously showed that pharynx muscle morphology reflects the aging state of the whole organism, and based on this mechanism in combination with machine-learning software, we analyzed the effects of tomatidine on age stage scoring of pharynx in accordance to the previous publications^35^,^36^. We defined *C. elegans* pharynx scoring from stage 0 (young) to stage 3 (old): stage 0 *C. elegans* are predominantly found in the first 2 days of adulthood and are developing fecundity. Both Stage-1 and Stage-2 *C. elegans* are actively laying eggs. Stage-3 *C. elegans* are predominantly found after egg laying has ceased, beginning as early as day 7 of adulthood. Administration of 10 μM or 25 μM tomatidine consistently lowered the age-states of individual *C. elegans* pharynx (Figs 1D,E and S1D). Notably, for 25 μM tomatidine-treated worms, there are more stage 2 pharynx compared to the Day 7 vehicle condition, but there are no stage 3 pharynx in this group while stage 3 pharynx is 5% in Day 7 vehicle condition. All these data suggest that tomatidine may attenuate age-related pharynx deterioration. These results suggest that tomatidine likely enhances pharyngeal pumping by preservation of youthful pharynx morphology.

Efficient metabolism is important for health, and decrements in cell metabolism have been implicated in age-related diseases and longevity^37^,^38^. To test the effect of tomatidine on *C. elegans* metabolomes, adult D7 tomatidine or vehicle-treated whole body tissues of *C. elegans* were collected and subjected to ALEX-CIS GCTOF mass spectrometry with more than 150 metabolites identified (Fig. 1F and Table S1). Tomatidine affected the levels of several metabolites, and we chose to focus on metabolites relating to the TCA cycle and amino acid metabolism, due to their importance in energy production and maintenance of muscle mass, and therefore muscle performance. A reduction of many TCA intermediates, including citrate, isocitrate, and malate, coupled with decreased lactate production and steady glycolysis intermediates suggests that tomatidine enhances general levels of oxidative phosphorylation in *C. elegans*. Tomatidine-treated *C. elegans* exhibited increased levels of many free amino acids (leucine, threonine, isoleucine, tryptophan, proline, arginine, histidine, valine, methionine) suggesting an increased catabolism (Figure S2A). Collectively, these results demonstrate that tomatidine affects several metabolic pathways which may be integral to its anti-aging properties.

### Gene expression analysis reveals regulation of mitochondrial pathway by tomatidine

We next investigated the mechanism(s) by which tomatidine enhances lifespan and muscle-related healthspan. To this end, we performed whole-genome gene expression analysis using microarrays to elucidate potential pathways that might mediate the anti-aging action of tomatidine. 

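RNA was collected on adult day 7 from N2 worms kept from the L4 stage with 1% DMSO as the vehicle or with 25 μM tomatidine. The deposited files hold 7 arrays of Cy3-labeled cRNA, each hybridized alone to an Agilent *C. elegans* array, with 4 arrays of vehicle-treated and 3 of tomatidine-treated worms. The sample labels describe the control worms as untreated and the methods describe them as vehicle-treated, and the name vehicle is used here. The methods state that one hybridization combined the separate preparations in equal amounts, and its array is not identified. The fits take the 7 arrays as separate samples. An array of pooled RNA is not independent of the arrays of its parts, and the p values given here make no allowance for that.

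Of 43603 probes other than controls, 69.7%, 53.0%, 60.5% and 66.2% gave a signal well above background on vehicle replicates 1, 2, 3 and 4, and 57.1%, 67.0% and 68.5% did so on tomatidine replicates 1, 2 and 3. The net signal of the negative controls was 424.4 on vehicle replicate 2 and 237.2 on tomatidine replicate 1, and lay between 75.1 and 114.4 on the other 5 arrays. Vehicle replicates 1, 2 and 3 and tomatidine replicate 1 shared 1 slide, and vehicle replicate 4 and tomatidine replicates 2 and 3 shared the other. Tags in the sample labels join tomatidine replicate 1 with vehicle replicate 2, tomatidine replicate 2 with vehicle replicate 3, and tomatidine replicate 3 with vehicle replicate 4.

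The authors extracted intensities with Agilent's Feature Extraction software and deposited them with a table of z-scores. For the values given here, the processed intensity of each probe was log2-transformed, converted to a z-score on each array as in the methods, and multiplied by the mean standard deviation of the 7 arrays, so that differences are in log2 units. A gene was tested where a probe was well above background on at least 3 arrays, and the probe with the highest mean stood for its gene. This left 14224 genes, which limma compared between tomatidine-treated and vehicle-treated worms. The number of arrays limits the precision of each value.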

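At an adjusted p under 0.05 from limma, 11 transcripts were higher in tomatidine-treated than in vehicle-treated worms. Of these, 4 encode cytochrome P450 enzymes, which oxidize lipids and foreign compounds. Chance cannot be excluded for this count. Of the 35 splits of the 7 arrays into 4 and 3, 5 gave as many genes or more, the real one included. In a check chosen after seeing the data, the other splits that part all 3 label-tag pairs gave at most 0. There are only 8 such splits, the real one included, so this check cannot reach a p under 0.05. *cyp-33C1* was at least 17.5-fold higher with tomatidine (adjusted p = 3.20e-04). Its probe was well above background on 3 of 3 tomatidine arrays and on 0 of 4 vehicle arrays. The bound holds for the processed signal alone, since the measured log2 fold change was 1.77 with normexp and quantile normalization (adjusted p = 0.0257) and 1.96 with the raw median signal (adjusted p = 0.0369). *cyp-33D1* rose by a log2 fold change of 3.11 (standard error 0.35) and *cyp-34A7* by 2.61 (standard error 0.29), each with an adjusted p of 9.79e-04. *cyp-13A3* had a log2 fold change of 3.36 (standard error 0.36, adjusted p = 9.79e-04), with 2 of 4 vehicle arrays well above background. The sizes of these 3 also depend on the processing, and with normexp and quantile normalization *cyp-33D1*, *cyp-34A7* and *cyp-13A3* had log2 fold changes of 1.71, 1.45 and 1.48, each past the test.

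The other 7 transcripts belong to several families. *cror-2* had a log2 fold change of 4.37 (standard error 0.53, adjusted p = 0.00185), with 3 of 4 vehicle arrays well above background, and one of 2.51 with normexp and quantile normalization. *srbc-16*, which encodes a predicted chemoreceptor, had a log2 fold change of 3.24 (standard error 0.47, adjusted p = 0.0117), with 1 of 4 vehicle arrays well above background. Its size depends on how the dim vehicle signals are treated, and with the raw median signal it was 1.03 and did not pass (adjusted p = 0.113). Among the genes tested, *srbc-16* lies next to *cyp-33C1* on the chromosome, and whether they rise separately was not tested. *T16G1.6* and *T16G1.4*, with *T16G1.5* between them on the chromosome, rose by 2.71 (standard error 0.30, adjusted p = 9.79e-04) and 2.34 (standard error 0.31, adjusted p = 0.00512). *E02C12.6* had a log2 fold change of 2.97 (standard error 0.48, adjusted p = 0.0339), with 3 of 4 vehicle arrays well above background, and *B0563.9* one of 2.12 (standard error 0.33, adjusted p = 0.0215). *F57H12.6*, which lies outside the rule for named genes and is named because the list is short, had a log2 fold change of 1.63 (standard error 0.28, adjusted p = 0.0484). For each of the 11, the tomatidine arrays lay above every vehicle array. Each was therefore bound to be higher in all 3 pairs of arrays that share a label tag, which adds no support. *srbc-16*, *B0563.9*, *E02C12.6* and *F57H12.6* did not pass without vehicle replicate 3 (adjusted p of 0.0502, 0.0534, 0.0502 and 0.0548) or without tomatidine replicate 2 (each at an adjusted p of 0.107 or more). The last 3 of these did not pass without vehicle replicate 1 either (adjusted p of 0.0730, 0.117 and 0.140), and *F57H12.6* passed in 0 of the 7 fits without 1 array. With limma without trend, *cror-2* and *T16G1.4* (adjusted p = 0.0824 each), *B0563.9* (adjusted p = 0.342), *E02C12.6* (adjusted p = 0.466) and *F57H12.6* (adjusted p = 0.464) did not pass. Nor did *T16G1.4* with the raw median signal (adjusted p = 0.0686), or *E02C12.6* with the 75th percentile shift (adjusted p = 0.0862) or normexp and quantile normalization (adjusted p = 0.103). *F57H12.6* did not pass with the 75th percentile shift (adjusted p = 0.219), normexp and quantile normalization (adjusted p = 0.304), the raw median signal (adjusted p = 0.116), the authors' table (adjusted p = 0.0568), outlier spots kept (adjusted p = 0.0629) or the filter on all 7 arrays (adjusted p = 0.0613). Without both vehicle replicate 2 and tomatidine replicate 1, *E02C12.6* (adjusted p = 0.0712), *B0563.9* (adjusted p = 0.0504) and *F57H12.6* (adjusted p = 0.374) did not pass, nor did they with unmatched probes kept (adjusted p of 0.114, 0.0699 and 0.129), and both alternatives were chosen after seeing the data. In all, *F57H12.6* did not pass under 18 of 23 alternatives, *E02C12.6* under 10 of 22, *B0563.9* under 8 of 23, *srbc-16* under 4 of 22, *T16G1.4* under 3 of 23 and *cror-2* under 2 of 22. The other 5 genes did not pass under 1 alternative, the paper's general test for comparing groups after adjustment. That alternative is included in each of these counts, and the paper does not name that test for the arrays.

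At an adjusted p under 0.05 from limma, 11 of the 14224 genes were higher and 0 were lower. At an unadjusted p under 0.05, 106 were higher and 67 were lower. The paper's general test for comparing groups gave 85 higher and 137 lower genes at p under 0.05, and 0 and 0 after Benjamini-Hochberg adjustment. The paper names that test in its general statistics and not for the arrays. An absolute z-ratio of at least 1.5 was reached by 755 higher and 523 lower genes, of which 11 and 0 also passed the adjusted p. The arrays of the groups did not overlap for 296 genes, or 2.08%, where chance gives 5.71%. With the label tags as a block, 23 genes were higher and 0 lower, and the 11 were among the 23. A block by slide left 8 genes higher, all among the 11. *E02C12.6* (adjusted p = 0.182), *B0563.9* (adjusted p = 0.109) and *F57H12.6* (adjusted p = 0.0906) did not pass in that fit. Within the slides, the differences of the 10 genes other than *cyp-33C1* ran from 2.13 to 5.38 on slide 1 and from 1.28 to 2.86 on slide 2. The count of higher genes was 8, 10, 7 and 11 without vehicle replicates 1, 2, 3 and 4 in turn, and 10, 7 and 10 without tomatidine replicates 1, 2 and 3. It was 6 with limma without trend, and 5 among genes well above background on all 7 arrays.

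**Figure D1:**
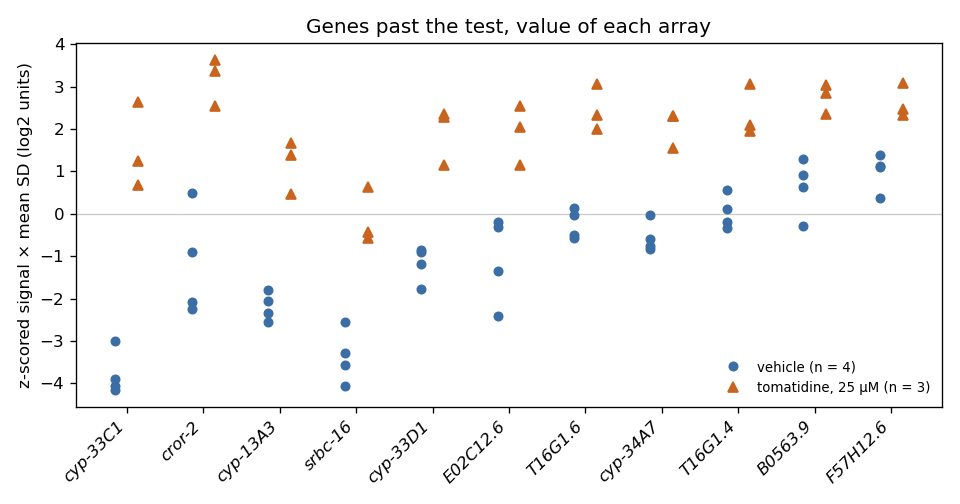
Level of the 11 transcripts on each array, as the z-scored signal times the mean standard deviation in log2 units; circles are vehicle arrays (n = 4) and triangles are tomatidine arrays (n = 3). The tomatidine arrays lie above every vehicle array for each transcript, and *cyp-33C1* has a mean of 1.53 with tomatidine and vehicle values not well above background.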

Heatmap analysis suggested that tomatidine had significant effects on the profiles of expressed transcripts (Fig. 2A). 

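Genes of antimicrobial effectors, neuropeptides, C-type lectins and cytochrome P450 enzymes were on balance higher in tomatidine-treated worms than the other genes measured, by camera, a test in limma, at a preset correlation. Each of these 4 lists had an adjusted p of 0.890 with an estimated correlation and did not pass there. By fry, which tests a list against no change and not against other genes, each had an adjusted p of 0.994. Of 81 antimicrobial effector genes, which act in defense against microbes, 0 were higher, 0 were lower and 81 did not pass limma's test gene by gene. When adjusted over the list alone 1 was higher, *nlp-32*, and 14 were higher and 0 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.33 (adjusted p = 7.54e-19 by camera, and adjusted p = 0.890 with an estimated correlation). With the label tags as a block the median was 0.17 (adjusted p = 3.10e-06, and adjusted p = 0.830 with an estimated correlation), and 0.43, 0.08 and 0.09 in the pairs. The list's mean was lowest on vehicle replicate 1, at 0.21, and highest on tomatidine replicate 1, at 1.34, with the other 5 arrays between 0.68 and 0.96. *ilys-5* had a log2 fold change of 0.45 (standard error 0.40) and *lys-7*, a lysozyme, one of 0.06 (standard error 0.36). Of 67 cytochrome P450 genes, 4 were higher, 0 were lower and 63 did not pass. When adjusted over the list alone 5 were higher, the fifth being *cyp-33C2*. The cytochrome P450 list had a median of 0.12 (adjusted p = 4.41e-07, and adjusted p = 0.890 with an estimated correlation).

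Of 94 genes of neuropeptides and insulins, which carry signals between cells, 0 were higher, 0 lower and 94 did not pass. When adjusted over the list alone 0 passed, and 1 was higher and 0 lower at an unadjusted p under 0.05. Their median was 0.15 (adjusted p = 1.26e-08, and adjusted p = 0.890 with an estimated correlation). *flp-9* and *nlp-40* had log2 fold changes of 0.06 (standard error 0.24) and 0.14 (standard error 0.28). For 120 genes of C-type lectins, proteins that bind sugars, the counts were 0 higher, 0 lower and 120 not passing. Adjusted over the list alone 0 passed, and 7 were higher and 0 lower at an unadjusted p under 0.05. The median was 0.14 (adjusted p = 4.41e-07, and adjusted p = 0.890 with an estimated correlation). *clec-87* and *clec-88*, the members with the highest signal, had log2 fold changes of -0.06 (standard error 0.36) and -0.18 (standard error 0.33). Of 57 UDP-glucuronosyltransferases, which attach sugar to foreign compounds, 0 were higher, 0 lower and 57 did not pass. *ugt-36* and *ugt-18* were higher (2 genes) when adjusted over the list alone, and 2 were higher and 1 lower at an unadjusted p under 0.05. The median was 0.06 (adjusted p = 0.0239, and adjusted p = 0.890 with an estimated correlation).

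The 75 genes of the cytosolic ribosome had 0 members past the test, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their median was 0.13 (adjusted p = 0.00144, and adjusted p = 0.890 with an estimated correlation). Blocked by label tag, this list was lower, with a median of -0.09 (adjusted p = 0.0127, and adjusted p = 0.830 with an estimated correlation). The pairs of arrays differ, with medians of 0.23, -0.47 and -0.09. The list was also lower without vehicle replicate 1 (adjusted p = 0.0342) and without tomatidine replicate 1 (adjusted p = 0.00174), and did not pass without vehicle replicate 4 (adjusted p = 0.0847). It passed in 0 of these fits with an estimated correlation.

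The pairs gave medians of 0.01, 0.44 and -0.04 for cytochrome P450 genes, 0.30, 0.22 and -0.10 for neuropeptides and insulins, and 0.11, 0.38 and -0.02 for C-type lectins.

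In all, 50 lists written before the data were examined were tested with camera at a preset correlation of 0.01, and 12 were higher and 1 was lower at an adjusted p under 0.05. With an estimated correlation 0 of the 50 passed, and 0 had an unadjusted p under 0.05. The power of that setting was not tested, so a list that did not pass there may still have changed. In a check chosen after seeing the data, 0 passed with an estimated correlation under any alternative that tested lists. These include the fits without 1 array or with a block, and the lowest adjusted p was 0.324. By fry's directional test 0 passed and 1 had an unadjusted p under 0.05, and by its mixed test 1 passed, the cytochrome P450 list (adjusted p = 0.0253). That list holds the 4 cytochrome P450 genes that passed limma's test one by one, so its mixed test is not separate from those calls. Slide 1 and slide 2 gave medians of 0.69 and -0.07 for antimicrobial effectors, 0.30 and -0.08 for neuropeptides and insulins, 0.10 and -0.09 for C-type lectins, 0.10 and -0.23 for cytochrome P450 genes. They gave 0.10 and -0.16 for UDP-glucuronosyltransferases, and 0.68 and -0.15 for the cytosolic ribosome. A block by slide gave these lists, in that order, medians of 0.30, 0.12, 0.03, -0.08, -0.07 and 0.29. The adjusted p were 4.57e-16, 2.66e-06, 0.0466, 0.0169, 0.766 and 1.04e-13. With an estimated correlation the adjusted p was 0.968 for the UDP-glucuronosyltransferases and 0.677 for each of the others. Each is for a higher list, although the medians of the cytochrome P450 genes and the UDP-glucuronosyltransferases are below 0. The cytochrome P450 list did not pass without vehicle replicate 3 (adjusted p = 0.0979). The UDP-glucuronosyltransferases did not pass with the label tags as a block (adjusted p = 0.119), without vehicle replicate 1 (adjusted p = 0.0945), without vehicle replicate 3 (adjusted p = 0.741) or without tomatidine replicate 3 (adjusted p = 0.908). The number of lists past the test was 6 without vehicle replicate 3, 31 without vehicle replicate 2, 20 without tomatidine replicate 1, 20 without tomatidine replicate 3 and 24 with the slide as a block.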

Gene ontology (GO) analysis identified 36 GO signalling pathways upregulated and 25 GO signalling pathways downregulated (Fig. 2B and Table S2). 

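Transcripts of the electron transport chain, the mitochondrial matrix, the mitochondrial intermembrane space and glutathione synthesis had medians between 0.00 and 0.03 on the log2 scale in tomatidine-treated against vehicle-treated worms. Of 55 genes of the electron transport chain, which passes electrons to oxygen in the inner membrane, 0 were higher, 0 were lower and 55 did not pass limma's test. When adjusted over the list alone 0 passed, and 0 had an unadjusted p under 0.05. Their median log2 fold change was 0.03 (adjusted p = 0.339 by camera). *cox-5A*, a subunit of complex IV, had a log2 fold change of 0.14 (standard error 0.29), and *cyc-2.1*, a cytochrome c, had one of 0.03 (standard error 0.31). Of 126 genes of the mitochondrial matrix, 0 were higher, 0 lower and 126 did not pass. Again 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median of the matrix list was 0.00 (adjusted p = 0.409), and *cts-1*, citrate synthase, had a log2 fold change of 0.09 (standard error 0.29).

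Of 10 genes of the mitochondrial intermembrane space, 0 were higher, 0 lower and 10 did not pass, again with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their median was 0.01 (adjusted p = 0.908), and *sod-1*, a superoxide dismutase, had a log2 fold change of 0.20 (standard error 0.30). The 20 genes of glutathione synthesis and turnover also had 0 higher, 0 lower and 20 not passing, with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their median was 0.03 (adjusted p = 0.387), with *gclm-1*, a subunit of the enzyme that starts glutathione synthesis, at 0.19 (standard error 0.25) and *glrx-22*, a glutaredoxin, at -0.23 (standard error 0.21).

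With the label tags as a block, the electron transport chain list was lower in tomatidine-treated worms, with a median of -0.09 (adjusted p = 0.0133, and adjusted p = 0.830 with an estimated correlation). Its medians were -0.14, -0.16 and -0.04 in the 3 pairs of arrays, and 48 of its 55 genes were below 0. The matrix list had a median of -0.09 in that fit (adjusted p = 0.0545), with -0.13, -0.10 and -0.05 in the pairs. The intermembrane space list had one of -0.13 (adjusted p = 0.195), with 0.03, -0.39 and 0.01 in the pairs. Blocked by slide, the electron transport chain list was instead higher (median 0.10, adjusted p = 3.03e-04, and adjusted p = 0.677 with an estimated correlation). The matrix list was higher too (median 0.05, adjusted p = 6.68e-04, and adjusted p = 0.677 with an estimated correlation), while the intermembrane space list (median 0.13, adjusted p = 0.0698) and the glutathione list (median 0.02, adjusted p = 0.492) did not pass. The medians on slide 1 and slide 2 were 0.25 and -0.08 for the electron transport chain, and 0.17 and -0.10 for the matrix. They were 0.34 and -0.08 for the intermembrane space, and 0.23 and -0.14 for glutathione synthesis and turnover. The electron transport chain list was lower without vehicle replicate 1 (adjusted p = 0.0180) or tomatidine replicate 1 (adjusted p = 0.0361). It was higher without vehicle replicate 2 (adjusted p = 4.12e-06), tomatidine replicate 2 (adjusted p = 0.0400) or tomatidine replicate 3 (adjusted p = 0.00752). The matrix list was lower without tomatidine replicate 1 (adjusted p = 0.0312). It was higher without vehicle replicate 2 (adjusted p = 3.53e-05), tomatidine replicate 2 (adjusted p = 0.0401) or tomatidine replicate 3 (adjusted p = 0.0219). In these fits 0 lists passed with an estimated correlation, at an adjusted p of 0.324 or more.

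**Figure D2:**
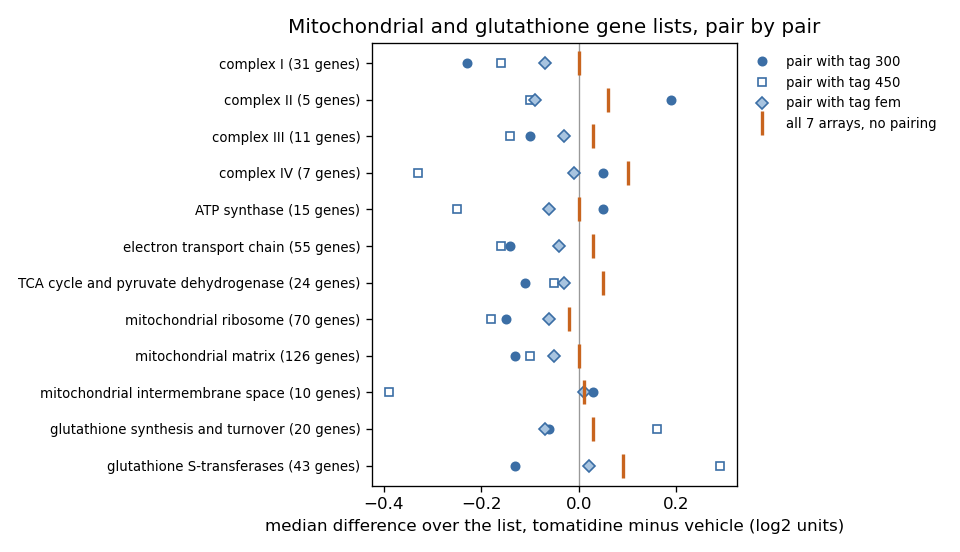
Median difference over each gene list, tomatidine minus vehicle in log2 units, in each of the 3 pairs of arrays that share a label tag (blue) and over all 7 arrays without pairing (orange). The electron transport chain lies at -0.14, -0.16 and -0.04 in the pairs and at 0.03 without pairing.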

Intriguingly, tomatidine had significant effects on mitochondria function, as evidenced by changes in several mitochondria-related signaling pathways, including those affecting the electron transport chain, the mitochondrial inner membrane space and matrix, and the metabolism of glutathione (Fig. 2B). Additionally, the GO analysis also suggests the improvement of other health-related signaling pathways, including pathways associated with cell fate regulation, metabolism, ROS regulation, and increased resistance to exogenous stress (response to gamma radiation). These data suggest that tomatidine affects mitochondrial function and ROS metabolism.

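Genes of the DNA damage response and apoptosis, which include those that answer gamma radiation, were on balance lower in tomatidine-treated worms than other genes by camera at a preset correlation (adjusted p = 0.0269), but not with an estimated correlation (adjusted p = 0.890). The call was also lost in 4 of the 7 fits without 1 array and with the slide as a block (adjusted p = 0.437). With the label tags as a block the list was lower, with a median of -0.17 (adjusted p = 0.0423, and adjusted p = 0.830 with an estimated correlation). Its medians in the pairs were -0.13, -0.28 and 0.01. Genes of defense against reactive oxygen species did not pass over all 7 arrays. Of 18 genes of the DNA damage response and apoptosis, 0 were higher, 0 lower and 18 did not pass limma's test, with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their median log2 fold change was -0.16. *rad-51* and *rad-50*, which act in repair of DNA breaks, had log2 fold changes of -0.17 (standard error 0.28) and -0.32 (standard error 0.26). Of 20 genes of defense against reactive oxygen species, 0 were higher, 0 lower and 20 did not pass, with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The median of this list was 0.07 (adjusted p = 0.339), and *prdx-2*, a peroxiredoxin, had a log2 fold change of 0.07 (standard error 0.29).

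In lipid metabolism, 0 of 18 lipase genes were higher, 0 were lower and 18 did not pass. *lips-11* was higher (1 gene, log2 fold change of 1.17) when adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05. The lipase list had a median of -0.01 and a mean of 0.14 (adjusted p = 0.242, for a higher list). Of 20 genes of fatty acid synthesis, desaturation and elongation, 0 were higher, 0 lower and 20 did not pass. *fat-7* was higher (1 gene, log2 fold change of 1.32) when adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05. *fat-7* encodes a desaturase that makes oleic acid, and the median of its list was -0.01 (adjusted p = 0.617). Both *lips-11* and *fat-7* were named after their values were seen.

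The DNA damage list had a median of -0.12 with the slide as a block (adjusted p = 0.437), and medians of -0.12 and -0.11 on slide 1 and slide 2. It did not pass without vehicle replicate 2 (adjusted p = 0.0864), vehicle replicate 3 (adjusted p = 0.294), tomatidine replicate 2 (adjusted p = 0.114) or tomatidine replicate 3 (adjusted p = 0.148). It did not pass either with the 75th percentile shift (adjusted p = 0.0610), normexp and quantile normalization (adjusted p = 0.0927), the raw median signal (adjusted p = 0.0756) or no filter on dim probes (adjusted p = 0.0820). The defense list had medians of 0.20 and -0.08 on the slides and of 0.05 with the slide as a block (adjusted p = 0.0987), and was higher without vehicle replicate 2 (adjusted p = 0.0342). The fatty acid list was higher without vehicle replicate 2 (adjusted p = 0.00757). In that fit 0 lists passed with an estimated correlation, at an adjusted p of 0.523 or more. The lipase list had medians of 0.03 and -0.08 on the slides and -0.07 with the block (adjusted p = 0.875). The fatty acid list had medians of 0.11 and -0.01 on the slides and 0.06 with the block (adjusted p = 0.0466, for a higher list, and adjusted p = 0.677 with an estimated correlation).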

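Within the mitochondrion, complex I, the entry point of electrons from NADH, had 0 of 31 genes past limma's test, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Its median log2 fold change was 0.00 (adjusted p = 0.769 by camera). The 70 genes of the mitochondrial ribosome likewise had 0 past the test, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their median was -0.02 (adjusted p = 0.978). Blocked by label tag, complex I (median -0.14) and the mitochondrial ribosome (median -0.12) were lower, each with an adjusted p of 0.0112, and each with an adjusted p of 0.830 with an estimated correlation. The medians in the 3 pairs were -0.23, -0.16 and -0.07 for complex I and -0.15, -0.18 and -0.06 for the mitochondrial ribosome. Without the block, *nduc-2* had a log2 fold change of 0.23 (standard error 0.31), *nuo-3* 0.05 (standard error 0.25), *mrpl-40* -0.06 (standard error 0.22) and *mrps-14* -0.06 (standard error 0.22). With it they were 0.06, -0.05, -0.12 and -0.15. In the defense against reactive oxygen species, *sod-2*, the superoxide dismutase of the matrix, had a log2 fold change of 0.25 (standard error 0.19, adjusted p = 1.00 from limma).

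Of 43 glutathione S-transferase genes, whose enzymes join glutathione to reactive compounds, 0 were higher, 0 lower and 43 did not pass, with 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Their median was 0.09 (adjusted p = 0.0621), with *gst-1* at 0.05 (standard error 0.31) and *gst-7* at 0.07 (standard error 0.34). On slide 1 and slide 2 the medians were 0.20 and -0.09 for complex I, 0.15 and -0.12 for the mitochondrial ribosome, and 0.05 and -0.16 for the glutathione S-transferases. With the slide blocked they were 0.02 (adjusted p = 0.0427, for a higher list, and adjusted p = 0.760 with an estimated correlation), 0.02 (adjusted p = 0.0698) and -0.01 (adjusted p = 0.875). The glutathione S-transferases were higher without vehicle replicate 2 (adjusted p = 0.00958), vehicle replicate 4 (adjusted p = 0.00587), tomatidine replicate 1 (adjusted p = 0.0312) or tomatidine replicate 2 (adjusted p = 0.0240). Complex I and the mitochondrial ribosome were lower without vehicle replicate 1 (adjusted p of 0.0103 and 0.0169) and higher without vehicle replicate 2 (adjusted p of 0.00203 and 0.0168). The mitochondrial ribosome was also lower without tomatidine replicate 1 (adjusted p = 0.0290). In the fits without 1 array 0 lists passed with an estimated correlation, at an adjusted p of 0.324 or more. From the changes in gene ontology terms of the electron transport chain, the mitochondrial compartments and glutathione metabolism (Fig. 2B), the paper proposes that tomatidine affects mitochondrial function and the metabolism of reactive oxygen species.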

### Evidence that tomatidine stimulates mitochondrial biogenesis and mitophagy

Given the significant changes of tomatidine on mitochondria-related signaling pathways, we examined how tomatidine modulates mitochondrial homeostasis in *C. elegans*, primary rat cortical neurons, and human cells. Since mitochondrial homeostasis is tightly regulated by mitochondrial biogenesis and quality control through mitophagy^5^,^39^, we first determined whether tomatidine changes mitochondrial content and morphology in *C. elegans*. The pharynx is an important organ composed of pharyngeal muscles that show age-dependent loss of function (pumping, Fig. 1B) and structure (Fig. 1E), which are attenuated by tomatidine. We therefore examined mitochondrial distribution in the pharynx using MitoTracker Red. There were more mitochondria in pharyngeal cells in tomatidine-treated *C. elegans* compared with vehicle control (Fig. 3A). We further verified tomatidine-induced mitochondrial biogenesis using a muscle specific *pmyo-3::gfp* strain (*ccIs4251*) (Fig. 3B). Since there is an age-dependent disorganization of mitochondrial network^5^, we took advantage of this *myo-3* strain and used a semi-quantitative rating scale to evaluate the mitochondrial networks in a double-blind manner; the lowest value of one indicates highly impaired mitochondrial network, while a value of five signifies optimally organized mitochondrial network running in parallel with the myofilament lattice (see Methods). Tomatidine moderately increased the mitochondrial network morphology score (control, 3.4; tomatidine, 3.9) (Fig. 3B,C). Tomatidine-induced mitochondrial biogenesis was conserved from *C. elegans* to mammalian cells since treatment of primary rat cortical neurons with 4 μM tomatidine increased their mitochondrial content, mitochondrial membrane potential, and cellular ROS (Figure S2B–D). Tomatidine increased, in a concentration-dependent manner, the expression of several major mitochondrial proteins in a human neural cell line including the inner mitochondrial membrane protein COX-VI, HSP-60 (a mitochondrial protein chaperone), superoxide dismutase 2 (SOD2), and mitochondrial Complex IV-COX II (Fig. 3D). These data show that tomatidine affects mitochondrial content and quality.

In view of the intricate interplay between mitochondrial biogenesis and mitophagy^5^,^39^, we asked if tomatidine affects mitophagy. A series of novel techniques were applied to critically investigate mitophagy. A mitophagy reporter strain in *C. elegans* has been established recently whereby colocalization of LGG-1 (the *C. elegans* homolog of a key mammalian autophagy marker LC3) and mitochondrial outer membrane localized mitophagy receptor DCT-1 (a putative orthologue to the mammalian NIX/BNIP3L) would indicate mitochondria undergoing mitophagy^5^. *C. elegans* were treated with 25 μM tomatidine from the L4 stage, followed by imaging at adult day 4. The data showed that 25 μM tomatidine induced an increase of mitophagy in *C. elegans* muscle cells (Fig. 3E and quantification in S2E). We further asked whether tomatidine can also induce mitophagy in primary rat cerebral cortical neurons and human neural cells. A commercial kit was applied for mitophagy detection in which a pH-dependent increase of fluorescence detects incidence of “mitolysosomes” (which occur when mitochondria in autophagosomes fuse with acidic lysosomes) which can be detected as the colocalization of the ‘Mtphagy’ dye and a lysosome dye (see Methods for details). In line with an induction of mitophagy in *C. elegans*, tomatidine increased mitophagy incidence in rat cortical neurons as indicted by increased colocalization of ‘Mtphagy’ dye with the lysosome dye (Fig. 3F,G). Similarly, tomatidine also induced mitophagy in human neural cells (Fig. 3H,I). Additionally, we used a standard mt-mKeima mitophagy reporter to verify changes of mitophagy by tomatidine; the mt-mKeima exhibits green fluorescence (excitation 488 nm) in healthy mitochondria (pH ~8) and a red signal (excitation 561 nm) when mitochondria are in mitolysosomes^40^,^41^. As expected, tomatidine increased the mt-mKeima signal (561 nm) indicating higher mitophagy (Fig. 3J–K). In conclusion, tomatidine can induce mitophagy across species.

We further explored how tomatidine-induced increases in healthy mitochondria might affect overall mitochondrial respiratory chain function in the entire *C. elegans* by examining basal oxygen consumption rate (OCR) with Seahorse XF extracellular flux instrument. *C. elegans* were exposed to increasing doses of tomatidine from the L4 stage, and basal OCR was measured at adult days 1 and 4. There was a trend towards an age-dependent decrease of OCR between adult day 1 and 4*C. elegans*, and tomatidine increased basal OCR in adult day 4 worms compared age-matched vehicle-treated control *C. elegans* (Fig. 3L), suggesting increased mitochondrial quality. Taken together, these results suggest that tomatidine improves mitochondrial homeostasis through induction of mitochondrial biogenesis and mitophagy, and that this process is conserved across species from *C. elegans* to human cells.

### Tomatidine-induced healthspan improvement requires PINK-1/DCT-1-related mitophagy

Mitophagy plays a primary role in mitochondrial quality control, and impaired mitophagy causes neurodegeneration, dysfunctional cell metabolism, and even premature aging and shorter lifespan in laboratory animal models^4^,^5^,^8^,^9^,^42^. In *C. elegans*, the proteins PINK-1 and DCT-1 are two critical conserved executors of mitophagy, and may act on a similar genetic pathway to induce mitophagy^5^. To investigate the roles of mitophagy in tomatidine-related health benefits in wild type *C. elegans*, we knocked down *dct-1* using RNA interference (RNAi) and examined changes in pharyngeal pumping (Fig. 4A). In older *C. elegans* (day 9), *dct-1* knockdown exacerbated the age-dependent decrease of pharyngeal pumping. Importantly, *dct-1* knockdown abolished tomatidine-induced increase of pumping measured in 5 and 9 day-old adults, unveiling an essential role of mitophagy induction in tomatidine-induced increase of pumping (Fig. 4A).

To further investigate the roles of mitophagy in tomatidine-induced health benefits, we assessed mitophagy-depleted worms for stress resistance. N2 *C. elegans* were sensitive to mitochondrial complex I inhibitor rotenone-induced death with 21% survival. Tomatidine treatment doubled the survival of rotenone-treated worms to over 40% (Fig. 4B). The protective effect of tomatidine against rotenone-induced mitochondrial stress was abolished in both *dct-1-* and *pink-1*-deficient *C. elegans*. Tomatidine treatment also protected wild type *C. elegans*, but not *dct-1-* and *pink-1*-deficient ones, against heat stress (Fig. 4C). These findings indicate that PINK-1/DCT-1-related mitophagy contributes to the health-promoting and stress resistance effects of tomatidine.

### Tomatidine induces mitophagy by activating the SKN-1/Nrf2 pathway

To elucidate the signaling pathway(s) by which tomatidine stimulates mitophagy, we used fluorescent reporter techniques and human HEK-293 cells to determine whether tomatidine affected the promoter activity of several transcriptional activators that regulate mitochondrial homeostasis. These include the longevity and autophagy-regulating protein SIRT1, the master regulator of mitochondrial biogenesis PGC-1α, and the anti-oxidant nuclear factor E2-related factor 2 (Nrf2)/antioxidant response element (ARE) pathway 8,26,43. While tomatidine did not affect SIRT1 or PGC-1α promotor activities (Figure S3A,B), tomatidine induced a significant increase of Nrf2/ARE reporter activity in a concentration-dependent manner (Fig. 5A).

Because tomatidine increased Nrf2/ARE reporter activity, we performed immunoblot analysis to measure levels of several proteins encoded by Nrf2-responsive genes in human neural cells exposed to tomatidine. Upon activation by ROS, Nrf2 translocates from the cytoplasm to the nucleus where it binds to the ARE region to transcriptionally activate genes which encode antioxidant proteins, including NAD(P)H quinone oxidoreductase 1 (NQO1) and heme oxygenase 1 (HO1)^43^,^44^,^45^. Human neural cells exposed to tomatidine exhibited increased amounts of nuclear Nrf2, and increased levels of NQO-1 and HO-1 (Fig. 5B), indicating that tomatidine activates the Nrf2-ARE pathway. In control cells with normal levels of Nrf2, tomatidine induced a 20% increase in levels of ROS (Fig. 5C). Basal levels of ROS were increased in Nrf2-deficient cells, and tomatidine caused a large increase in ROS levels in the Nrf2-deficient cells (Fig. 5C). Moreover, tomatidine-induced mitophagy was attenuated in human neural cells in which Nrf2 was knocked down, and in cells treated with the antioxidant N-acetylcysteine (Fig. 5D), indicating that tomatidine stimulates mitophagy by a mechanism involving ROS-dependent activation of Nrf2. Collectively, these data suggest that tomatidine can induce activation of the Nrf2/ARE pathway, contributing to mitophagy induction.

To investigate whether activation of the Nrf2/ARE pathway in mammalian cells is also conserved at the organismal level, we examined the effect of tomatidine on the null *C. elegans skn-1 (zu135*) mutant strain (the *C. elegans skn-1* gene is orthologous to the mammalian *Nrf2* gene). When pharyngeal pumping was assessed, 25 μM tomatidine consistently enhanced pumping rate in adult wild type *C. elegans* (Fig. 5E). However, *skn-1* mutation compromised tomatidine-induced increase of pumping rate, indicating that tomatidine requires Skn-1 activity to enhance muscular function. It is possible that tomatidine may activate other stress response pathways key to mitochondrial stress, such as the mitochondrial unfolded protein response (UPR^mt^). Knocking down *atfs-1*, a key gene in regulating UPR^mt^ expression^46^, compromised tomatidine-induced increase of pumping rate (Fig. 5F). This suggests that UPR^mt^ may play a positive role in tomatidine-induced health benefits. Taken together, these data indicate that tomatidine induces mitophagy and preserves cell function during aging, possibly through multiple stress response pathways, such as the Nrf2/Skn-1 pathway and the activation of UPR^mt^.

## Discussion

Compromised mitochondrial quality and function contributes to biological and pathological aging, and many major aging-related diseases. Accumulation of damaged mitochondria within cells can trigger apoptosis, inflammation, and cell senescence^4^,^6^,^47^. Sarcopenia is a common aging phenotype for which there is no effective therapy, affecting 13–24% of people over 60 years old and increasing to more than 50% in people over 80 years old^30^,^48^. With a growing older population, there is great interest in developing pharmacological approaches to inhibit the progress of sarcopenia and other aging pathologies, thereby promoting healthier aging. Recent studies suggest that pharmacologically improving mitochondrial quality may alleviate muscle atrophy in aged mice^49^,^50^,^51^. We found that tomatidine preserves muscle function during aging, and extends lifespan, in *C. elegans*. Further studies are necessary to dissect the specificity of the beneficial effects of tomatidine in *C. elegans*. For example, it is conceivable that the bacteria upon which the worms feed could metabolize tomatidine to a different compound that, in turn, exerts a beneficial effect on the worms. However, it is important to note that tomatidine improves mitophagy in both *C. elegans* and cultured human cells that lack bacteria. Additionally, it would be interesting to investigate whether other steroids with a similar structure to tomatidine produce similar effects in *C. elegans*.

Our findings suggest that tomatidine may protect *C. elegans* muscle function from age-related deterioration by activating the Nrf2/SKN-1-DCT-1 pathway and up-regulating mitophagy and antioxidant cellular defenses. A recent study in mice provided evidence that tomatidine stimulates the growth of mouse skeletal muscle cells, in part by activating the mTOR pathway^30^. In humans, sarcopenia is a common feature of aging that involves the accumulation of dysfunctional mitochondria and associated deterioration of muscle fiber cells themselves, in combination with infiltration of adipocytes and inflammatory immune cells^52^. In addition, an impaired ability of muscle stem cells to generate new myocytes may be impaired with aging and more so in sarcopenia^53^. All cells that comprise *C. elegans* pharyngeal muscles are postmitotic muscle cells. The beneficial effects of tomatidine in counteracting age-related deterioration of muscle function in *C. elegans* are therefore not the result of effects on muscle stem cells or immune cells. Instead, our findings suggest that tomatidine may influence either the muscle cells themselves, or the nervous system associated with muscle function, and therefore may be particularly relevant to processes occurring within skeletal muscle fiber cells in sarcopenia.

Emerging evidence suggests a pivotal role of mitophagy in health and aging^4^,^5^,^51^, pointing to the possibility that mitophagy induction can improve healthspan and lifespan. We show here, for the first time, that a natural product can not only induce mitochondrial biogenesis, but also enhance the quality of the cellular mitochondrial pool by stimulating mitophagy. The mitophagy induction by tomatidine was stringently evaluated by several mitophagy detection methods targeting the mitophagosome or mitolysosome (Fig. 3). Most importantly, mitophagy is required for tomatidine-induced extension of healthspan and stress resistance. Since we did not detect changes of reporter activities of SIRT1 and PGC-1α in cells exposed to tomatidine, our data suggest that the mitochondrial benefit of tomatidine is dependent on the Nrf2/SKN-1 pathway. However, we do not rule out the possibility that tomatidine may, directly or indirectly, change SIRT1 or PGC-1α activities at post-translational levels, for example by changes in deacetylation activity. Also, this does not rule out other mechanistic pathways that could play a role in tomatidine-dependent improvement of mitophagy. For example, tomatidine may upregulate mitophagy through induction of p62 via the Nrf2/SKN-1 pathway. p62 (also named sequestosome 1/SQSTM1) is a major autophagy receptor that involves in the maturation of autophagosome and the autophagic degradation of polyubiquitin-containing bodies^54^. Recently, it has been shown that a synthetic p62-mediated mitophagy inducer (PMI) can activate mitophagy through upregulation of p62 via the ARE-Nrf-2 pathways^55^,^56^. Thus, future work on the effect of tomatidine on p62 is of interest. In all, our findings suggest that tomatidine stimulates mitophagy by activation of the PINK1/DCT-1 pathway via Nrf2/SKN-1 activation, which is an important pathway for enhancing mitochondrial and muscle health in young and old worms.

Although cellular stress response signaling and mitophagy have both been proposed to be essential in health maintenance, an interplay between Nrf2 and mitophagy in aging has not been established. A recent study found repression of the Nrf2 pathway in a premature aging disease, Hutchinson-Gilford progeria syndrome (HGPS). HGPS is caused by mutation of the nuclear architectural proteins lamin A and C, with HGPS patients showing profound growth delays and premature aging phenotypes, including cardiac muscle and skeletal muscle pathologies^57^,^58^. Compromised Nrf2 activity contributes to premature aging in experimental models of HGPS through increasing chronic oxidative stress, and reestablishment of the Nrf2 pathway using small compound Nrf2 activators ameliorates disease phenotypes^58^. We showed that tomatidine triggers mitophagy and induces Nrf2 activation, and deficiency of either mitophagy or Nrf2/SKN-1 compromises stress resistance and impairs mitochondrial function. Furthermore, we showed a causative relationship between Nrf2 activation and mitophagy induction. In addition, accumulating evidence suggests a signaling role for ROS in the stimulation of mitophagy in cells under mild stress. Studies from yeast and mammalian cells suggest moderately elevated ROS levels can induce mitophagy, which then clears aged or dysfunctional mitochondria. However, if mitophagy is compromised and/or ROS levels are excessively high, mitochondrial dysfunction becomes exacerbated in a vicious cycle^59^,^60^. Thus, growing evidence from both laboratory and clinical studies shows that ROS has a dynamic role in health and disease. While excessive ROS can cause cellular and systemic damage and promote disease, moderately elevated ROS levels enhance cellular stress resistance and protect against disease^17^,^21^. In line with these findings, we show that tomatidine can induce a moderate increase in ROS levels which is necessary to trigger mitophagy.

Many of the chemicals produced in vegetables, fruits and other plants (phytochemicals) that have been found to have beneficial effects on cells and organisms are believed to function as noxious agents (i.e., ‘antifeedants’ or toxins) that dissuade insects and other organisms from consuming the plants^22^. Herbivorous organisms evolved multiple mechanisms to prevent consumption of toxic amounts of the phytochemicals including taste receptors, emesis, enzymes (cytochrome p450s) that rapidly metabolize the phytochemicals, and adaptive stress response pathways in cells throughout the body and brain. Phytochemicals that activate adaptive cellular stress response pathways typically have a bitter taste^22^. Examples of phytochemicals that activate the Nrf2 antioxidant response pathway include sulforaphane, curcumin, and plumbagin^23^. Such noxious phytochemicals are typically concentrated in the parts of plants that are exposed to the environment and/or are involved in seed production including the ‘skin’ of fruits, and developing buds/sprouts. In the case of the tomato fruit, tomatidine is present in high amounts in the unripe green tomato and in much lower amounts in the ripe red tomato. This is consistent with a role for tomatidine in protecting the unripe tomato against consumption, with the reduction in tomatidine levels in the ripe fruit then enabling consumption of the fruit and dispersal of the seeds by the consumer^61^. Our findings suggest that moderate amounts of tomatidine can activate adaptive cellular stress responses in muscle cells or neurons that protect cells against metabolic and oxidative stress, which can counteract age-related dysfunction and degeneration. One prominent response of cells to tomatidine is induction of mitophagy, which preserves cellular function during aging. Because mitochondrial dysfunction and defective mitophagy are implicated in the etiology of several major age-related diseases, including sarcopenia, diabetes, Alzheimer’s disease and Parkinson’s disease, it will be of considerable interest to determine whether tomatidine has beneficial effects in animal models of these disorders.

## Materials and Methods

### *C. elegans* strains and cultivation

*C. elegans* were grown on standard nematode growth medium (NGM) and maintained following standard protocols as described previously^62^. The Bristol strain N2 (wild type), CB5600 *ccIs4251[pSAK2 (myo-3p::gfp-lacz(NLS))* + *psak4 (myo-3p::mitochondrial gfp)*I, and *skn-1(zu135)* were obtained from the Caenorhabditis Genetics Center (CGC). The mitophagy reporter strain *N2;Ex(pmyo-3::dsred::lgg-1; p*_*myo-2*_*GFP)Ex(pdct-1::dct-1::gfp; pRF4)* was from Prof. N. Tavernarakis (University of Crete, Greece)^5^. All *C elegans* were cultured at 25 °C on solid NGM agar plates with OP50 food source unless otherwise noted^62^.

### C. elegans longevity assays

Lifespan analysis was performed as mentioned previously^8^,^37^,^38^. About 8–10 adult D1 *C. elegans* were transferred to 4 plates and allowed to lay eggs for 5 hours to give rise to synchronous population. After hatching, L4 stage nematodes were transferred to respective condition plate with either 10, 25, or 50 μM of tomatidine (all with 50 μM FuDR). Animals were scored as dead or alive every other day. Missing worms were censored from the lifespan count. Significance was determined by log rank test, and mean was calculated by averaging the days of *C. elegans* death for each condition. Figures display a smoothed Kaplan Meier survival curve of the pooled populations.

### Luciferase assays of promoter activities for Nrf2/ARE, SIRT1 and PGC-1α

Luciferase assays were performed as described elsewhere^26^,^43^. The ARE-*bla* construct was used for Nrf2/ARE reporter assay^43^; the PGC-1α-2kb (the Renilla luciferase-expressing plasmid/pRL-TK used as an internal control.) was for PGC-1α promoter activity detection^26^.

SIRT1 promoter activity was detected by a pTA-Luc SIRT1 promoter (-202), a gift from Dr. Toren Finkel^63^. In Brief, plasmids were transfected to HEK-293 cells for 24 h, cells were then treated with different concentrations of tomatidine for 24 h. Luciferase activity was measured using a Dual-Luciferease-Reporter System (Promega), and luciferase activity for each well as normalized to the internal renilla luciferase activity.

### Quantification of swimming, maximum velocity, and pharyngeal pumping

These methods are detailed elsewhere^64^,^65^. Briefly, for swimming movement, nematodes from a treatment group were randomly selected and transferred to a 6 cm petri dish containing 1 mL of M9 buffer. They were allowed to acclimate for ~10 s, then movements were scored for 30 seconds. Maximum velocity was determined as described previously^33^. N2 worms were exposed to designated concentrations of tomatidine (0, 10, 25, and 50 μM) beginning at L4 stage and maximum velocity of movement was determined on designated days. In brief, worms for imaging were moved to physical assay plate void of bacterial lawn. The recording system was a stereomicroscope (Unitron 2850), a charge-coupled device camera (Infinity 2, Lumenera), and imaging software. Four to eight nematodes were placed in one plate and recorded for 30 s, followed by data analysis using ImageJ and wrMTrck Batch (www.phage.dk/plugins).

For measurements of pharyngeal pumping (contractions) *C. elegans* were synchronized and raised to adults as mentioned in the longevity assay methodology. At designated ages pharynx contractions were manually counted for 30 s. Experiments were blinded and two or more researchers quantified pumping and swimming to decrease bias. Significance was calculated by student *t*-test.

### Age stage scoring of pharyngeal morphology

We imaged anesthetized worms, immobilized between an agarose pad and a number 1 coverslip, with an NA 1.4, 60x objective on an inverted Nikon Eclipse E800 microscope. The CCD output was saved as a stack and opened with ImageJ, for animals of a given cohort (drug treatment, age, etc.). A custom script was used to center a region of interest around the terminal bulb of each individual animal; the 300 × 300 pixel ROI was saved as a TIFF files, named systematically and later used to score the worms apparent age, as described^35^.

### C. elegans basal respiration

Basal oxygen consumption was measured per previous methods^66^ using a Seahorse XF96 instrument (Seahorse Bioscience Inc.). In brief, around 200 L4 nematodes/group were transferred to designated drug plates, followed by OCR detection on adult days 1 or 4. On the day of the experiment, all the *C. elegans* were collected using M9 buffer washing, followed by washing with M9 buffer twice. Nematodes were then re-suspended and transferred in 96-well standard Seahorse plates (#100777–004) (10~15 worms per well), and basal OCR was measured six times. After the experiments, nematodes numbers were counted, followed by data normalization to the number of nematodes in each individual well. We had ten replicates for each group, and repeated the experiment twice.

### Worm muscle mitochondrial network scoring

We used a *myo-3::gfp* reporter strain for mitochondrial networking morphology analysis in the body wall muscles. Worms were treated with the designated drugs from L4 stage for 4 days followed by imaging with a Zeiss confocal microscopy. We imaged over 15 worms/group each time (repeated two to three times). Mitochondrial network was evaluated in a double-blinded manner. A scoring scale of 1 to 5 was used, where a score of 5 denotes a perfectly organized mitochondrial network with healthy mitochondria running parallel with the myofilament lattice. For highly fragmented and disorganized mitochondrial network morphology, a score of 1 was given.

### RNA interference in *C. elegans*

RNA interference (RNAi) was performed as we did previously^67^. RNAi feeding constructs for L4440 (control), *dct-1, pink-1*, and *atfs-1* were derived from two RNAi feeding libraries (Dr. Sige Zou’s laboratory (previously form NIA) and the other one from Open Biosystems [the *E. coli* host strain is HT115 (DE3) (Fire Lab)]). RNAi was performed with worms maintained on the RNAi from egg laying stage throughout the experiment^67^.

### Metabolomics for *C. elegans* tissues

Whole worm tissue metabolomics were assessed with a method as described previously^67^. To evaluate changes of metabolome in N2 (veh) and N2 (tomatidine) worms, whole body tissues of adult Day 7 worms were collected and subjected to ALEX-CIS GCTOF mass spectrometry, UC Davis Genome Center Core Facilities. Four replicates were prepared for each group. Data were then normalized to internal control, followed by heat-map and TCR cycle analysis.

### Stress assays

Stress assays were conducted as described previously^5^. Briefly, *C. elegans* were treated with different doses of tomatidine, followed by exogenous stress exposure including either 25 μM rotenone for two days or exposure to 37 °C for 7 h. Nematodes were then evaluated for survival. Significance was calculated by student t-test.

### RNA isolation and Microarray

N2 *C. elegans* from L4 stage were exposed to either vehicle (1% DMSO) or 25 μM tomatidine (Sigma-Aldrich, USA). On adult day 7, nematodes where collected by washing off the plates with M9 buffer from four independent experiments. Samples were stored at −80 °C in lysis reagent (Qiagen Cat. no. 75142). Crude extracts were prepared by bead beating packed nematode pellets with the Mini-Beadbeater 8 (Biospec Products, Oklahoma), and total RNA isolated using RNeasy Mini Kit on the QIAcube per the manufacturer’s protocol (Qiagen, California). RNA concentration and quality was measured by Nanodrop (ThermoFisher, Waltham, MA USA) and the Agilent Bioanalyzer RNA 6000 Chip (Agilent, Santa Clara, CA). Two-hundred ng total RNA was labeled using the Agilent Low-Input QuickAmp Labeling Kit, and purified and quantified per the manufacturer’s instructions. A total of 825 ng Cy3-labeled cRNA was hybridized for 17 hours to Agilent *C. elegans* 4 × 44 K oligo microarrays. Following posthybridization rinses, arrays were scanned using an Agilent SureScan microarray Scanner at 3 micron resolution, and hybridization intensity data extracted from the scanned images using Agilent’s Feature Extraction Software. Raw microarray hybridization intensity data from four separate experiments were log-transformed. Three separate probe preparations were used individually or combined in equal amounts for the fourth hybridization. Raw microarray data were log transformed to yield z-scores. The z-ratio was calculated as the difference between the observed gene z-scores for the experimental and the control comparisons, and dividing by the standard deviation associated with the distribution of these differences. Z-ratio values of ±1.5 were used as cut-off values and calculated using a 5% false discovery rate (FDR) threshold. The complete set was tested for gene set enrichment using parametric analysis of gene set enrichment. For each pathway z-score, a p-value was computed using JMP 6.0 software to test for the statistical significance.

### Detection of mitophagy in cells and *C. elegans*

Mitophagy in nematodes was measured using a mitophagy reporter strain *N2;Ex(pmyo-3::dsred::lgg-1;pdct-1::dct-1::gfp)*. Nematodes were exposed to tomatidine at L4 stage, followed by imaging of muscle cells at adult D4. A total of 15~20 nematodes/group were imaged in three independent replicates. Colocalization coefficient between DSRED::DCT1 and LGG1::GFP were analyzed using the Zeiss LSM Image Examiner.

For mitophagy evaluation in cultured cells, we used different cell systems, including primary rat cortical neurons, human SH-SY5Y neural cells, and the mt-mKeima HeLa cells. A commercial mitophagy kit was used for mitophagy detection in both neurons and SH-SY5Y cells (Dojindo Laboratories). Imaging of mt-mKeima cells (gift from Dr. Richard Youle) was performed as reported by Nuo and colleagues^41^, using different settings for GFP (alkaline condition, excitation 458 nm and emission 615 nm) and RFP (acidic condition, excitation 561 nm and emission 615 nm).

### Statistics

For the worm lifespan analysis, the log rank test was used for statistical analysis. For two group comparison, two tailed student t-test was applied. GraphPad Prism 5 (GraphPad Software, Inc.) was used for statistical analyses. The *p* values < 0.05 were considered statistically significant.

## Additional Information

**How to cite this article**: Fang, E. F. *et al*. Tomatidine enhances lifespan and healthspan in *C. elegans* through mitophagy induction via the SKN-1/Nrf2 pathway. *Sci. Rep.* **7**, 46208; doi: 10.1038/srep46208 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figure

Supplementary Table

Supplementary Table

## Figures and Tables

**Figure 1:**
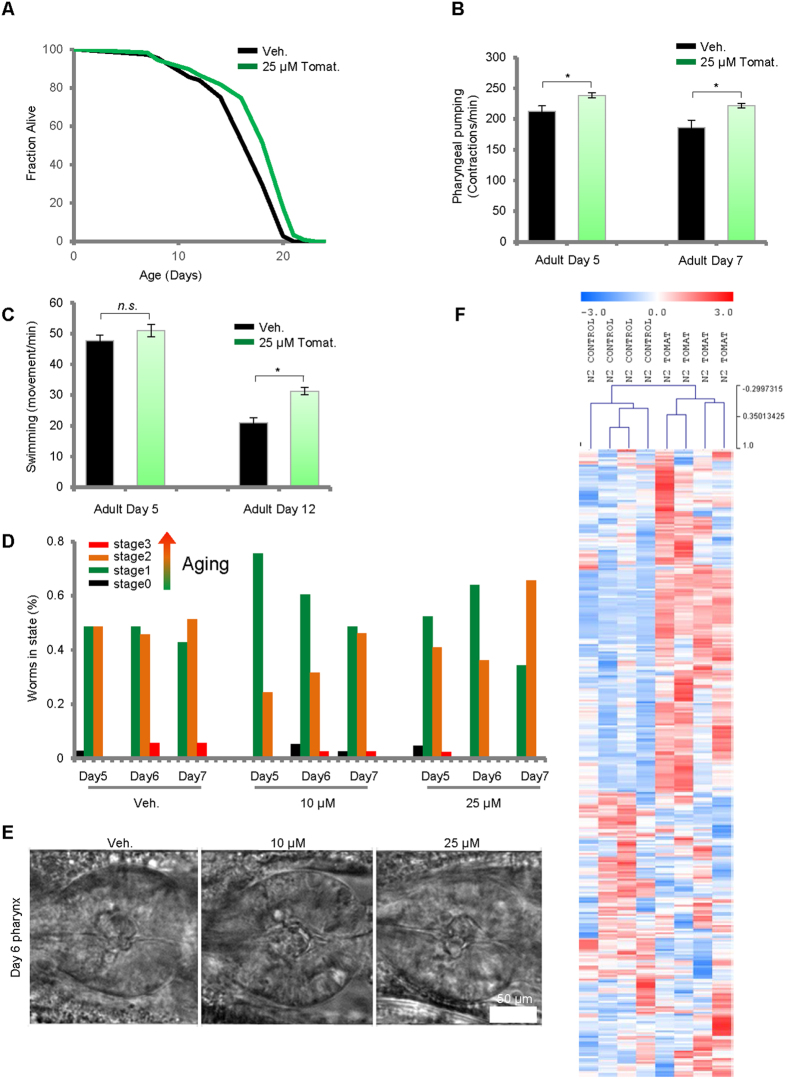
Tomatidine extends lifespan and healthspan in *C. elegans*. (**A**) Lifespans of tomatidine treated *C. elegans* were assessed (n = 91 for vehicle and n = 126 for Tomatine group). (**B**,**C**) Healthspan metrics of pharyngeal pumping (**B**) and swimming movement (**C**) for *C. elegans* treated with 25 μM tomatidine (n = 10–20). (**D**,**E**) Morphology of *C. elegans* pharynx was assessed using machine learning technique to determine age state of pharynx (**D**, n = 30 worms in three separate experiments), with a representative set of pictures shown (**E**). (**F**) Metabolomics showing the relative change in *C. elegans* metabolome with or without tomatidine. Adult D7 worms from tomatidine or vehicle-treated groups were collected and subjected to ALEX-CIS GCTOF mass spectrometry with more than 150 metabolites identified. See Table S1 for a complete list. All bar graphs are expressed as mean ± S.E.M., *p < 0.05; **p < 0.01; ***p < 0.001. See also Figures S1 and S2.

**Figure 2:**
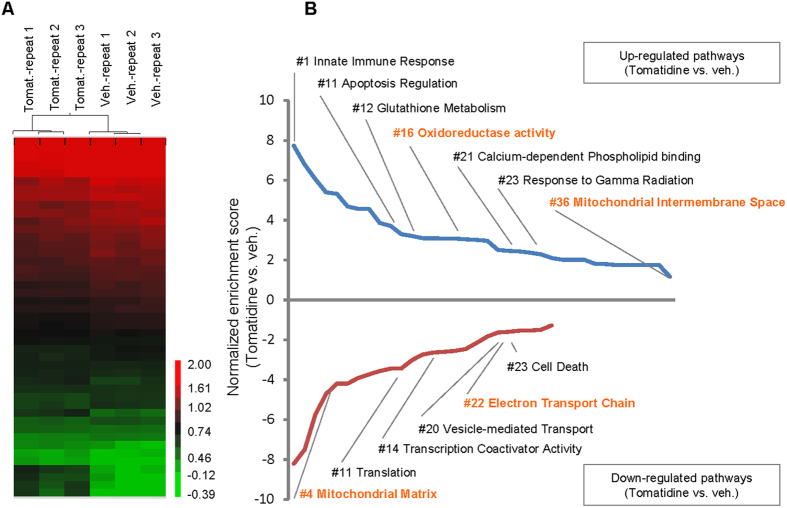
Effects of tomatidine on the transcriptome of *C. elegans*. (**A**) Heatmap of microarray data showing genes that were differentially expressed in control and tomatidine-treated nematodes. (**B**) A list of significantly changed GO signaling pathways in tomatidine-treated worms compared with vehicle-treated changes. Mitochondria-related pathways are marked orange. See Table S2 for a complete gene list.

**Figure 3:**
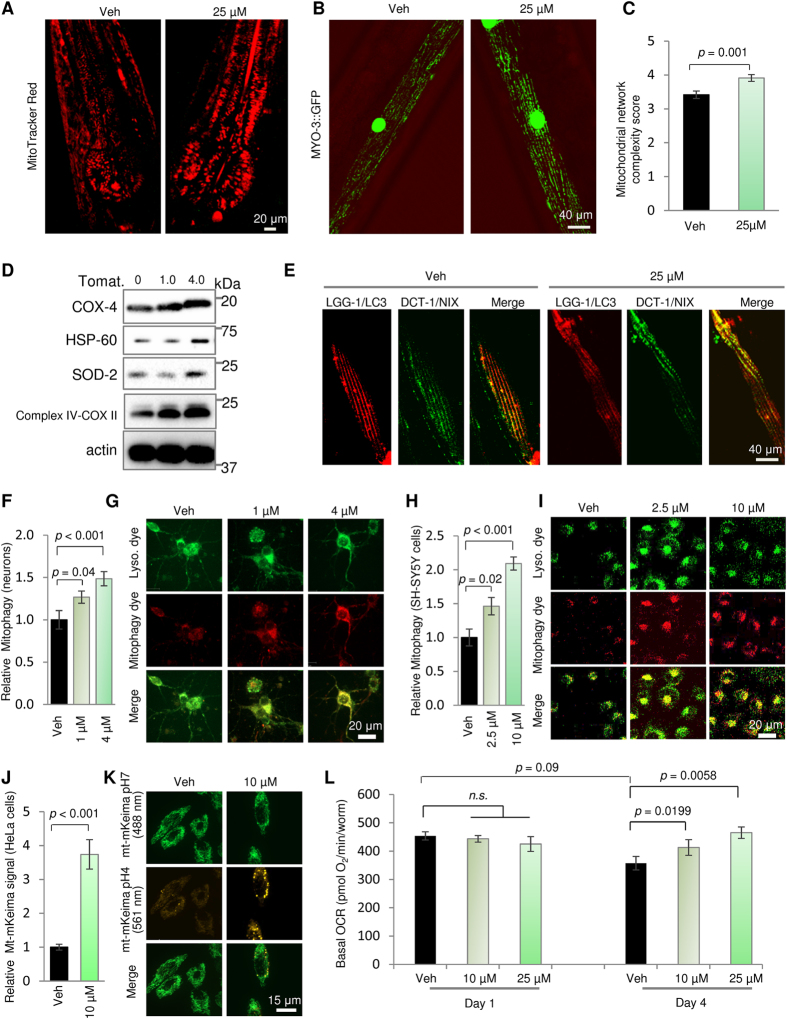
Tomatidine modulates mitochondrial homeostasis by stimulating both mitochondrial biogenesis and mitophagy. (**A**) Assessment of mitochondrial content in nematode pharynx determined by quantifying mitoTracker Red fluorescence (n = 15). Representative images are also shown. (**B**,**C**) Monitoring of mitochondrial network of the pharynx muscle cells in vehicle- and tomatidine-treated *myo-3::*GFP nematodes. Representative images are shown in panel B, and quantification of mitochondrial network scoring is shown in panel C (n = 40). (**D**) Immunoblot showing relative levels of the indicated mitochondrial proteins in control and tomatidine-treated human neural cells. For full-length gels see Figure S4A. (**E**) Detection of muscle cell mitophagy in vehicle- and tomatidine-treated nematodes. The mitophagy-screening strain N2;*Ex(pmyo-3::dsred::lgg-1;pdct-1::dct-1::gfp)* was used for mitophagy detection. A set of representative images is shown. (**F**,**G**) Assessment of mitophagy in vehicle- and tomatidine-treated primary rat cortical neurons. Colocalization between the mitophagy dye and the lysosome dye were quantified (**F**) with a representative set images shown in panel G. (**H**,**I**) Assessment of mitophagy in vehicle- and tomatidine-treated human neural cells. Colocalization between the mitophagy dye and the lysosome dye were quantified (**H**) and representative images are shown in panel I. (**J**,**K**) Evaluation of mitophagy in vehicle- and tomatidine-treated HeLa cells expressing mt-mKeima (see Supplementary Methods for details). Ratios indicating relative levels of mitophagy were quantified (**J**) and representative images are shown in panel K. (**L**) Evaluation of *C. elegans* basal OCR was performed using a Seahorse XF96 instrument (mean ± S.E.M with n = 10 replicates/group). See also Figure S2.

**Figure 4:**
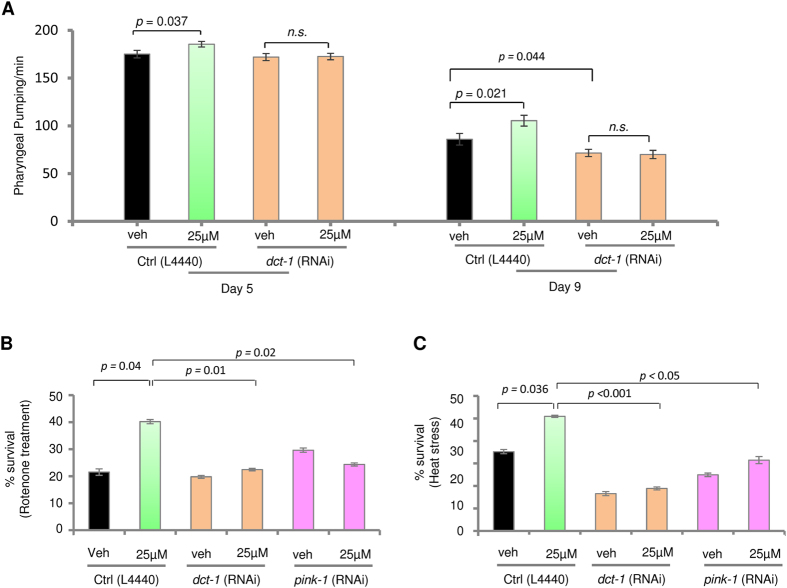
Mitophagy is necessary for tomatidine-induced stress resistance in worms. (**A**) *dct-1* knockout nematodes were treated with 25 μM of tomatidine and pharyngeal pumping was assessed at day 5 and day 9 (mean ± S.E.M., n = 39–40). (**B**) Day 4 nematodes treated with or without tomatidine were exposed to the mitochondrial toxin rotenone (25 μM) for 2 days and survival was quantified on day 6 (mean ± S.E.M, n = 41–61). (**C**) Day 4 nematodes treated with or without tomatidine were exposed to heat stress (37 °C for 7 h), and survival was quantified (mean ± S.E.M, n = 41–61).

**Figure 5:**
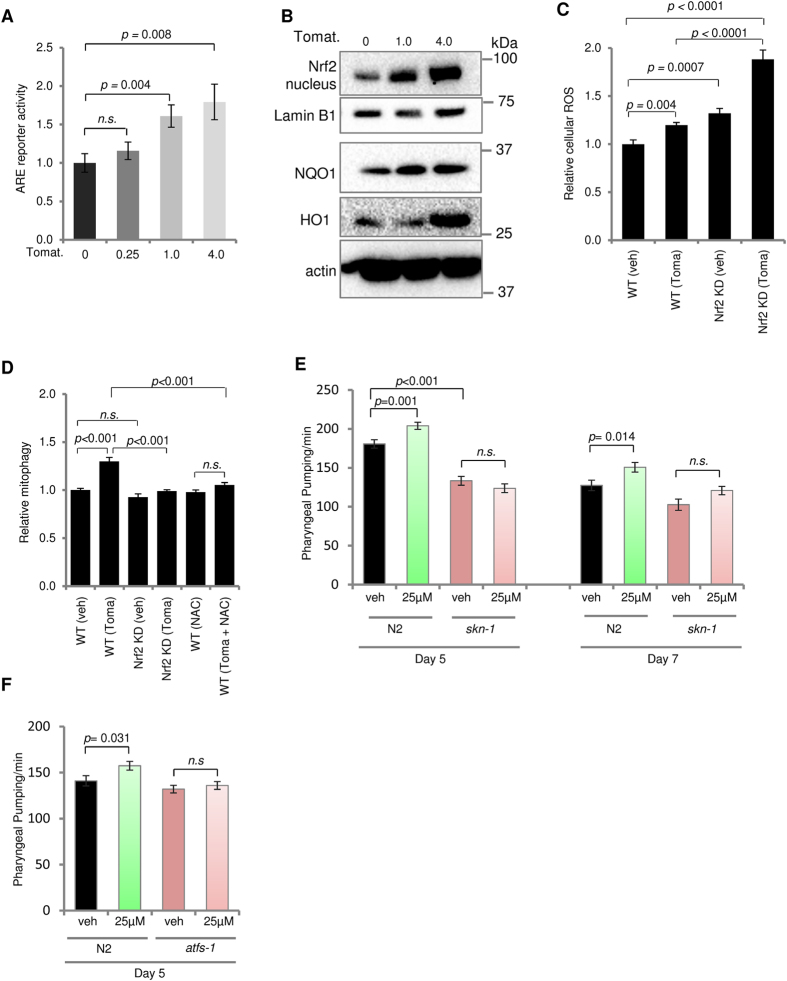
Tomatidine-induced mitophagy is mediated by ROS and activation of Nrf2/SKN-1. (**A**) Assessment of tomatidine-induced Nrf2/ARE activity in ARE-*bla* HEK-293 cells (mean ± S.E.M., n = 6). (**B**) Immunoblot showing effects of tomatidine on levels of the indicated proteins in human neural cells. Cells were treated with the indicated concentrations of tomatidine for 24 h. For Nrf2, the nuclear fraction was isolated and used for immunoblotting. For full-length gels see Figure S4B. (**C**) Changes of cellular ROS in WT and Nrf2 knockdown human neural cells treated with or without 4 μM tomatidine. Cells were stained with DHE (an indicator of superoxide levels) followed by FACS analysis (mean ± S.E.M, n = 6). (**D**) Assessment of mitophagy in WT and Nrf2 knockdown human neural cells treated with or without 4 μM tomatidine (24 h) or a ROS scavenger NAC (1 mM for 3 h) (mean ± S.E.M, n = 6). (**E**) Effects of tomatidine on pharyngeal pumping rate in N2 wild type and *skn-1 (zu135) C. elegans* (mean ± S.E.M, n = 30). See also Figure S3. (**F**) Pharyngeal pumping rate in both N2 wild type and *atfs-1* RNAi knockout *C. elegans* (mean ± S.E.M, n = 20).

# Supplementary material for: Tomatidine enhances lifespan and healthspan in C. elegans through mitophagy induction via the SKN-1/Nrf2 pathway
**Source:** Sci Rep. 2017 Apr 11;7:46208. doi: 10.1038/srep46208

Supplementary Figures

Tomatidine enhances lifespan and healthspan in *C. elegans* through mitophagy induction via the SKN-1/Nrf2 pathway

Evandro F. Fang^{1,6}, Tyler B. Waltz^{1,6}, Henok Kassahun^{1,2}, Qiping Lu¹, Jesse S. Kerr¹, Marya Morevati^{1,3}, Elayne M. Fivenson¹, Bradley N. Wollman¹, Krisztina Marosi⁴, Mark A. Wilson⁴, Wendy B. Iser⁴, D. Mark Eckley⁵, Yongqing Zhang⁵, Elin Lehrmann⁵, Ilya G. Goldberg⁵, Morten Scheibye-Knudsen^{1,3}, Mark P. Mattson⁴, Hilde Nilsen², Vilhelm A. Bohr^{1,3*}, Kevin G. Becker^{5,*}

⁶These authors contributed equally to this work.

Figure S1. Effects of tomatidine on lifespan, maximum velocity and pharynx morphology.

(A) Effects of 50 μ M tomatidine on the lifespan of N2 worms ($p = 0.0495$). p -values were calculated using the log-rank test, from pooled populations of animals ($n = 86$ -98 worms/group).

(B) Table of the different lifespan replicates of 25 μ M tomatidine treated N2 *C. elegans* ($n = 91$ -126). p -values were calculated using the log-rank test as done in Figure S1A.

(C) Effects of tomatidine on maximum velocity ($n = 14$ -22 worms/group, Day 10 worms).

(D) Effects of different doses of tomatidine on the pharynx morphology in different age stages. A total of 120 worms/group were imaged. See Figure 1 for quantification.

(E) Representation of the “no damage”, “minor damage”, and “major damage” classifications used for actin filament analysis derived from phalloidin staining. White lines indicate gaps or disruptions in the actin filament structure. Demarcation between

minor and major damage is severity of these gaps, while the no damage category had virtually no disruption.

(F) Effects of tomatidine on the muscle morphology in day 4 and day 8 adult worms. The muscle cells were stained with phalloidin, then categorized as possessing “no damage”, “minor damage”, or “major damage”. The experiments were performed in two biological replicates, with 26~64 muscle cells imaged from 8~12 worms/repeat.

Figure S2. Tomatidine changes cell metabolism in worms, modifies mitochondrial parameters in primary neurons, and increases mitophagy in worms.

(A) Effects of tomatidine on the metabolism of metabolites and TCA cycle. Differences in metabolite levels between tomatidine-treated and control groups are denoted. A dash indicates no change. All the up-regulated or down-regulated data shown in the figure were with statistical significance compared with that of N2 (veh). Data were from four replicates.

(B-D) Effects of tomatidine (24 h) on mitochondrial content (B), mitochondrial membrane potential (C), and cellular ROS (D) in primary rat cortical neurons. MitoTracker Green (50 nm for 30 min) for mitochondrial content, TMRM (40 nM for 15 min) to detect mitochondrial membrane potential, and DCF-DA (20 μ M for 30 min) to detect cellular ROS. Bar graphs are expressed as mean $\pm$ S.E.M. (n=24, and repeated two times).

(E) Quantification of the colocalization of LGG1/DCT-1 in vehicle and tomatidine-treated worm muscle cells (Correlated with Figure 3E).

Figure S3. No detectable effects of tomatidine on SIRT1 or PGC-1 α promoter activities.

(A) Assessment of SIRT1 reporter activity in control and tomatidine-treated HEK-293 cells (mean $\pm$ S.E.M., n = 6, repeated twice)

(B) Assessment of PGC-1 α promoter activity in control and tomatidien-treated HEK-293 cells (mean $\pm$ S.E.M., n = 6 and repeated twice)

Figure S4. Original blots.

(A) Full-length blots for Figure 3D.

(B) Full-length blots for Figure 5B.

Fig. S1

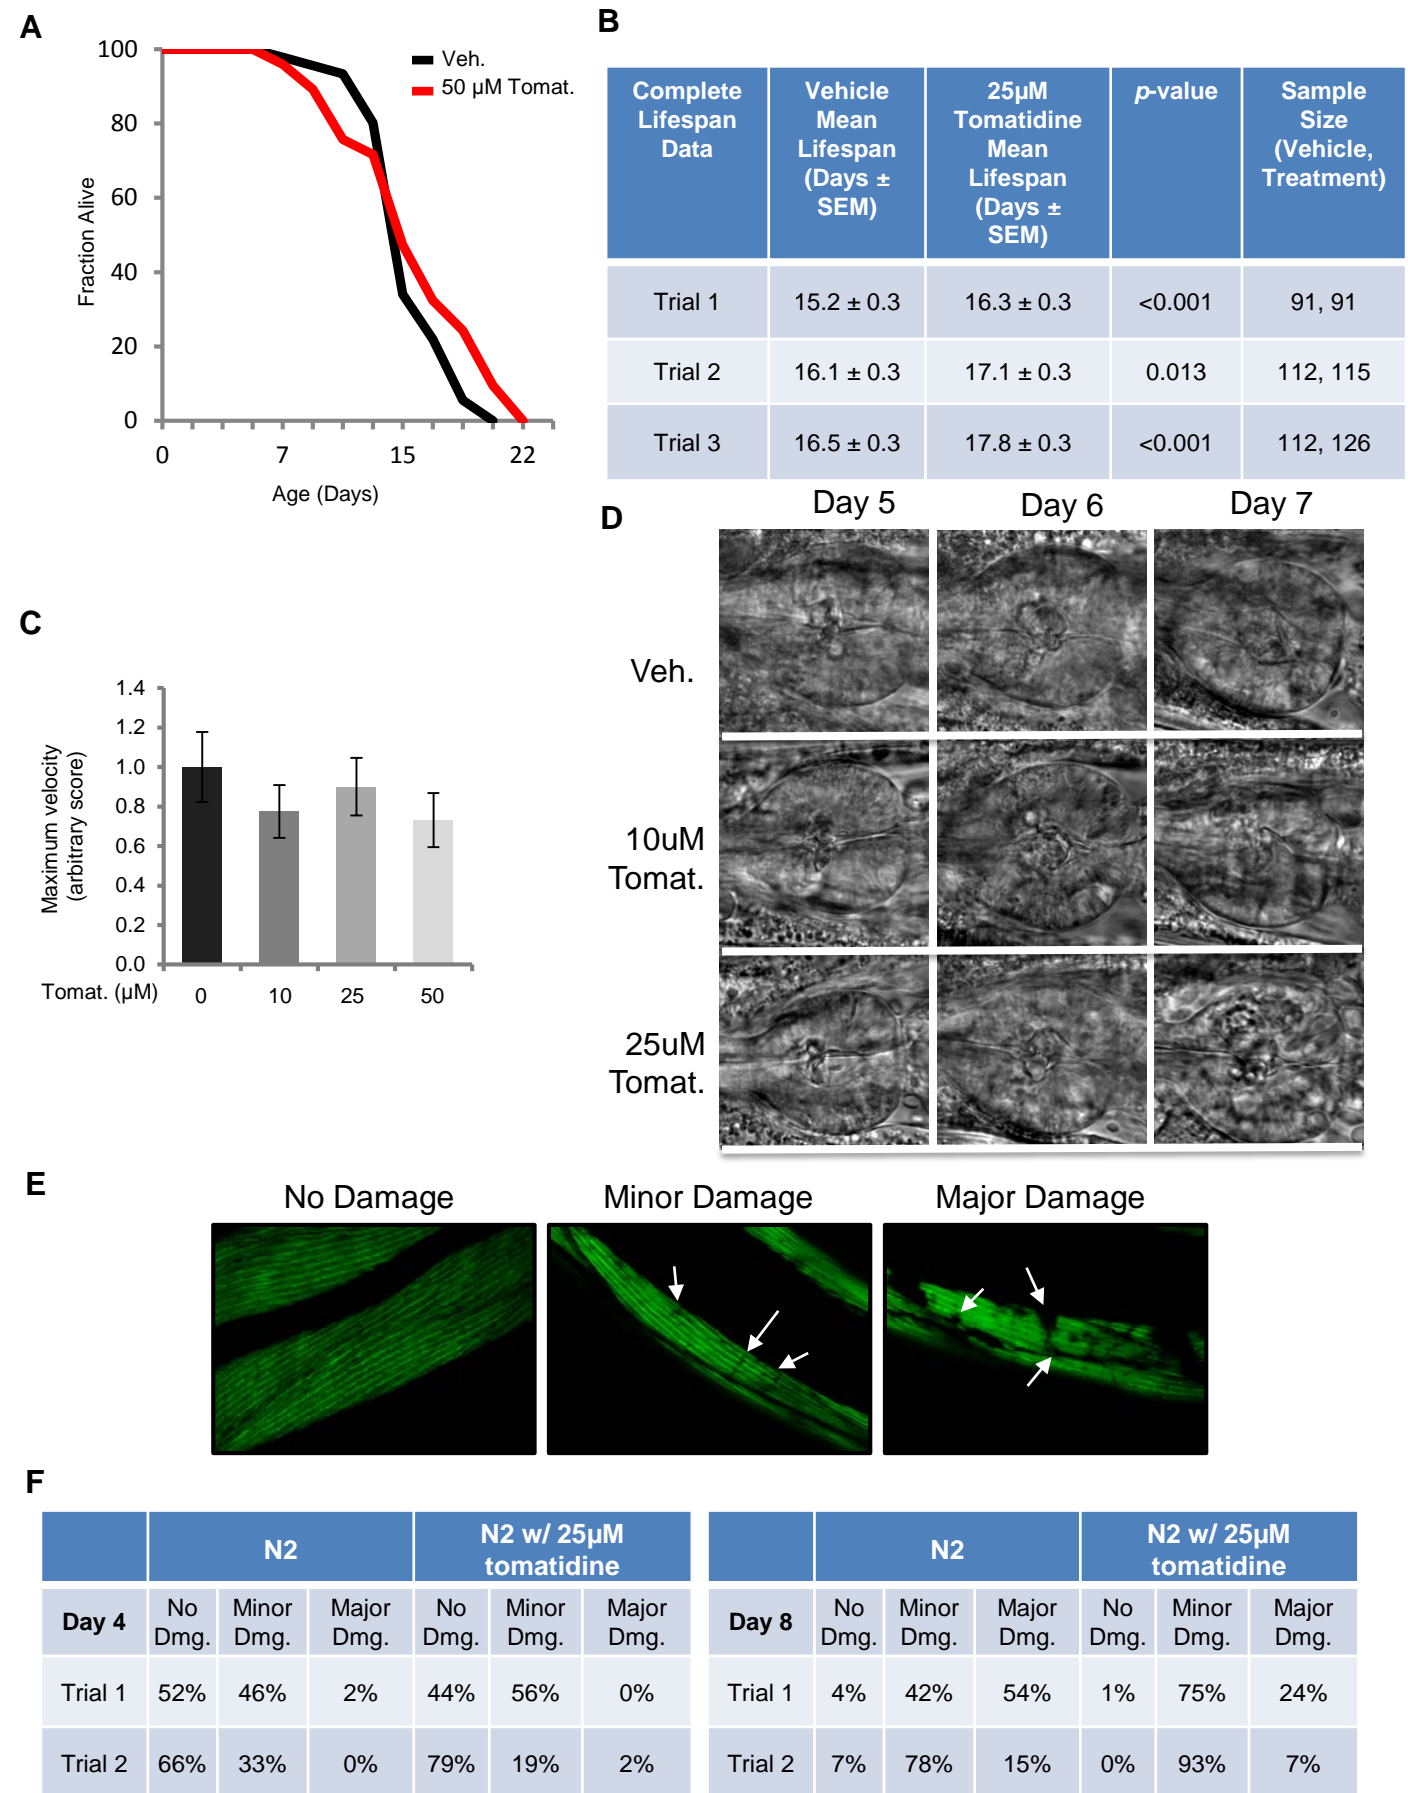

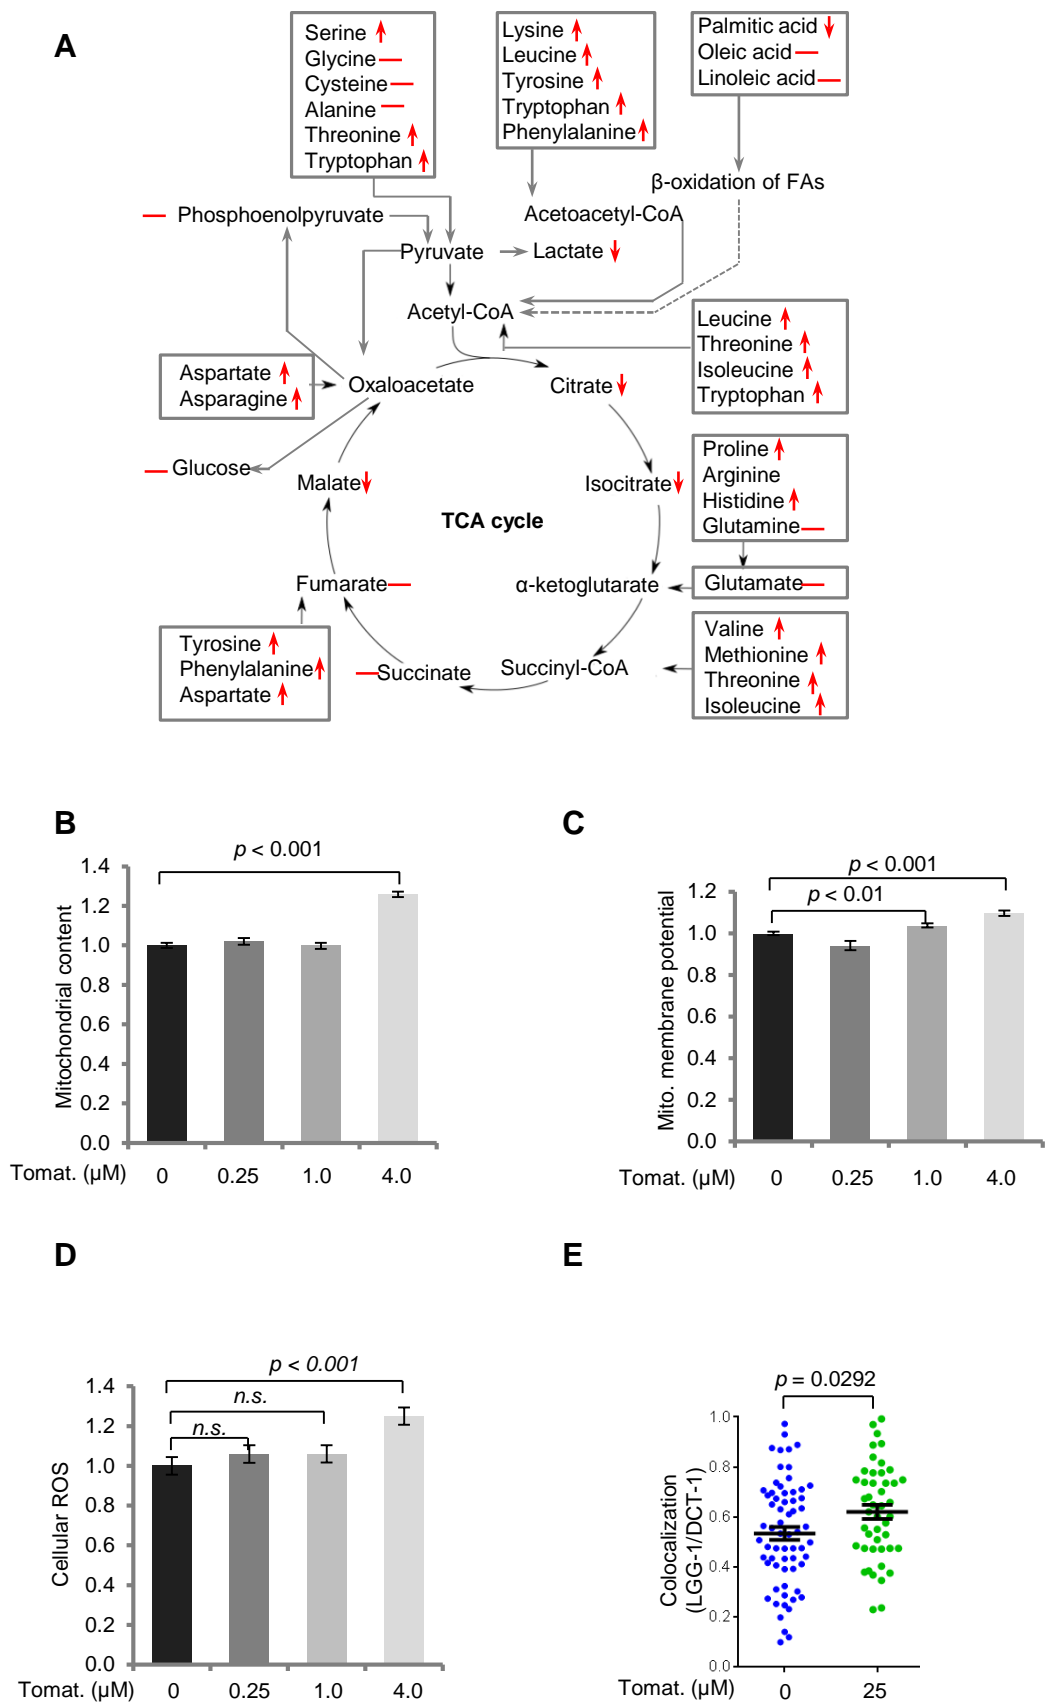

Fig. S3

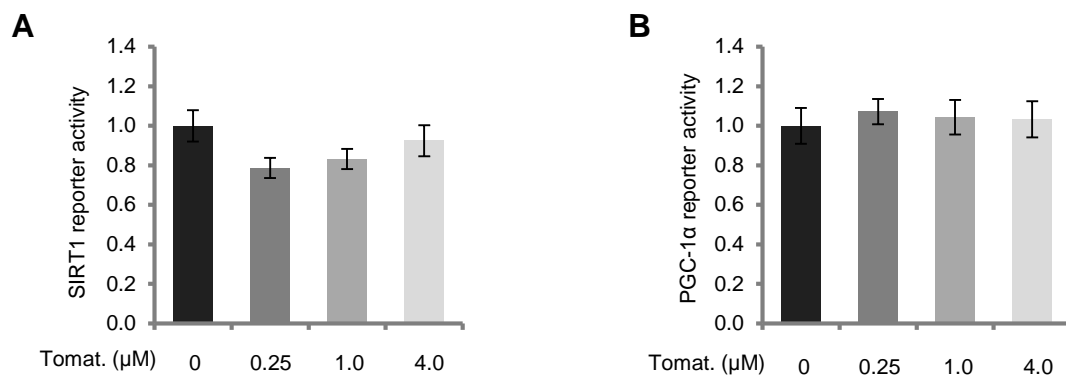

A**Fig. S4** Tomat.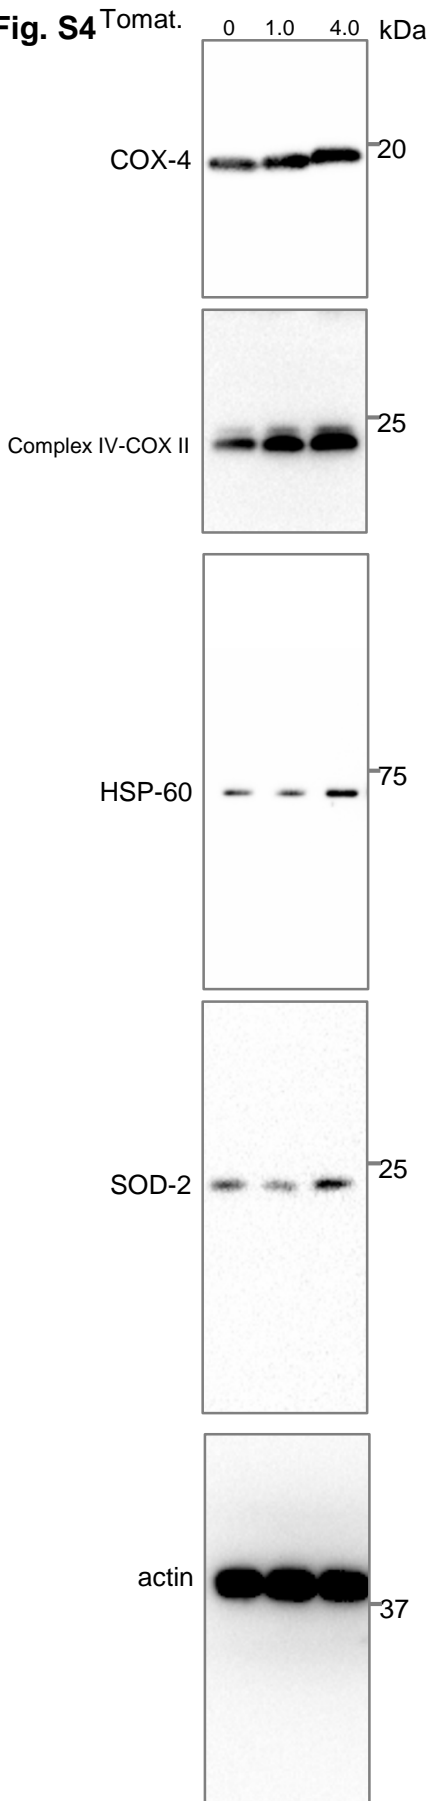**B**

Tomat.

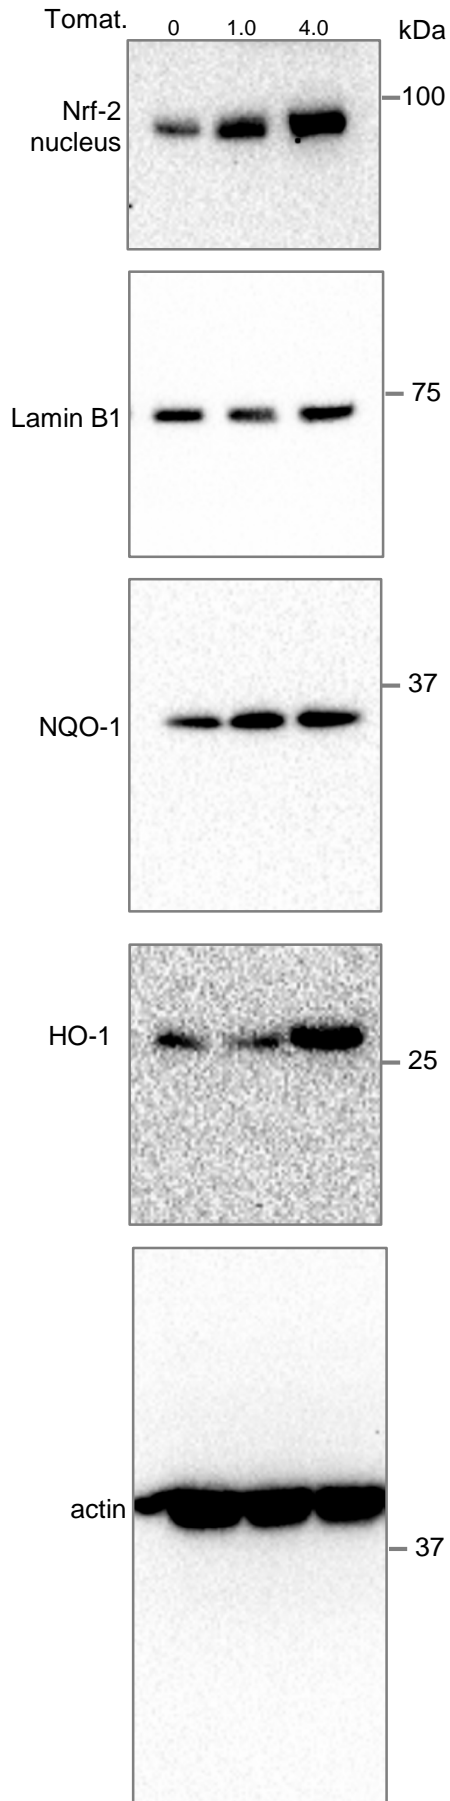

**Supplement:** Supplementary Figure

How the deposited data were processed for this re-analysis (not part of the article)

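Gene expression was measured on 7 Agilent *C. elegans* arrays of Cy3-labeled cRNA, 4 from vehicle-treated and 3 from tomatidine-treated N2 worms collected on adult day 7. The authors extracted each deposited scanner file with Agilent Feature Extraction 11.5.1.1, and its processed signal is an intensity that is background-subtracted and detrended but not normalized between arrays. The header of vehicle replicate 2 records no multiplicative detrending, unlike those of the other 6 arrays. The authors' deposited value table holds a score, the z-score per array of the log of that intensity. The median signals of each spot and of its background, deposited by the authors as an intensity, served for 2 alternatives in place of the mean signal that had been planned, because the files hold no mean signal.

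Each array holds 45220 spots, of which 1417 are controls. Control spots and spots marked as outliers were left out, spots of a probe were averaged on the log2 scale, and 86 probes with every spot marked on some array were left out. Of 43603 probes, 34544 matched 1 gene through sequence names, accessions or symbols, and 9059 did not match and were left out of the values reported, with an alternative that kept them under the name in the files. Genes with a matched probe numbered 19859. The log2 values were converted to a z-score on each array and multiplied by the mean standard deviation of the arrays, so that differences are in log2 units. A probe was kept where it was well above background on at least 3 arrays, and the kept probe with the highest mean stood for its gene. Of the 14224 genes tested, 4142 had more than 1 kept probe, and for 469 of these the probes differed in sign with a spread over 0.5.

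Tomatidine was compared with vehicle in limma 3.58.1 under R 4.3.3, with lmFit and eBayes with trend, a two-sided test, and Benjamini-Hochberg adjustment at 0.05. The fit had 5 residual degrees of freedom and takes the 7 arrays as separate samples, although the methods name a hybridization of combined preparations, whose array is not identified. For a called gene well above background on 0 arrays of a group, the fold is a lower bound, set against the mean over that group's arrays of the higher of the probe's own signal and the lowest signal of any probe well above background, in the main processing alone. The z-ratio followed the methods, as the difference of mean z-scores over the standard deviation of these differences, with a threshold of 1.5. The paper names a 5% false discovery rate without naming the test behind it. Gene lists were written by hand from gene names and families before the data were examined, because the files hold no gene ontology memberships. The 50 lists with at least 5 genes kept were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. A further list, of genes in the mitochondrial genome, had 0 genes matched to a probe and was not tested. The set z is the mean z-ratio of a list times the square root of its size.

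The genes named are the 10 higher and 10 lower with the largest change among those past the test whose groups do not overlap. To these were added genes of the worm that the paper names or whose products it studies, from a list fixed before the data were examined. That list leaves out *myo-2*, whose promoter is part of a reporter strain. For each list described, up to 4 members past the test are named or, where none passed, up to 2 with the highest mean signal. Exceptions are marked where they stand. The array holds no probe matched to *gst-4* here.

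The sample titles number the replicates, and tags in the labels form 3 pairs of a tomatidine and a vehicle array, with vehicle replicate 1 in none. Deviations from the group means, correlated across genes, which are not independent replicates, gave r of 0.61, 0.19 and 0.50 for the pairs that share a tag, and -0.53, -0.45 and -0.33 for those that share a title number. Vehicle replicate 1, which shares no tag, gave 0.35 with tomatidine replicate 2, above that array's own tag partner at 0.19, and 0.35 with tomatidine replicate 3. The paper does not state what the tags mean. They were taken to pair the arrays, as every tag pair exceeded 0.1, before the fits were compared. That threshold does not set the tags apart, since tomatidine replicate 1 also gave 0.12 with vehicle replicate 3. The tag pairs at 0.61 and 0.50 also share a slide, and the one at 0.19 does not. The fit with the tags as a block has 2 residual degrees of freedom. Vehicle replicate 1 adds nothing to its comparison, so its log2 fold changes equal those of the fit without that array, and the 2 fits differ in their tests alone. In a principal component analysis, the first component held 46.6% of the variance (exact permutation p = 0.771 between the groups), and the third held 13.5% (exact permutation p = 0.0571).

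The design, the lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were a 75th percentile shift, normexp background correction with an offset of 50 and quantile normalization, the authors' table and the raw median signal. Others were no filter, a filter on all 7 arrays, the mean over kept probes and outlier spots kept. The rest were limma without trend, a t-test, a block by title number, by label tag or by slide, and each array left out in turn. The paper names the t-test in its general statistics and not for the arrays. Array quality weights, leaving out vehicle replicate 2 with tomatidine replicate 1, and keeping unmatched probes were chosen after seeing the data. So was an estimated correlation under the other alternatives that tested lists. The tools were tested on simulated data with the spread of these arrays. Of 50 genes each, 54%, 96%, 98% and 100% were recovered at log2 changes of 1, 2, 3 and 4, and 11 of the other genes were called. These shares hold for 200 genes changed at once, in genes that varied independently. With fewer changed genes the adjustment is stricter, so the shares do not give the power of the real comparison. A list moved by a known amount, the electron transport chain, was recovered in the same test, with 5 of 50 lists called, some of which share its genes. The simulated genes varied independently of each other, whereas the estimated correlation within this list in the real data was 0.621. The test therefore does not show how camera at a preset correlation performs on lists whose genes vary together. Camera with an estimated correlation was not run in that test, so its power with 7 arrays is not known. Figures and tables were made with Python 3.11, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.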

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

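The tests that leave out vehicle replicate 2 with tomatidine replicate 1 were chosen after the data were seen, as were the values with an estimated correlation in the fits with a block or without 1 array, and the count among splits that part all 3 pairs. The other tests here were chosen before their results were seen.

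Vehicle replicate 2 stood apart from the other vehicle arrays in the net signal of its negative controls, at 424.4 against 75.1 to 114.4, with a gap of 0.887 of the range. It also stood apart in the coefficient of variation of replicate spots, at 20.0% against 8.5% to 9.3%, with a gap of 0.930 of the range. In all, 78 measures of the 4 vehicle arrays were checked and 2 stood apart in this way, where chance gives about 3.9. Both were measures of array quality on the same array, while most of the 78 were levels of genes or means of lists. The count therefore does not show that these 2 arose by chance. Vehicle replicate 2 also had the lowest share of probes well above background, at 53.0%, and no multiplicative detrending.

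The paper does not discuss the 11 genes that were higher with tomatidine. Their log2 fold changes were at least 4.13 for *cyp-33C1*, 4.37 for *cror-2*, 3.36 for *cyp-13A3*, 3.24 for *srbc-16*, 3.11 for *cyp-33D1*, 2.97 for *E02C12.6*, 2.71 for *T16G1.6*, 2.61 for *cyp-34A7*, 2.34 for *T16G1.4*, 2.12 for *B0563.9* and 1.63 for *F57H12.6*. The value for *cyp-33C1* is a bound in the main processing, with a measured value of 5.30, as 0 of 4 vehicle arrays were well above background. For *srbc-16*, 1 of 4 vehicle arrays was well above background, and the value was 1.03 with the raw median signal.

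Chance was weighed for the count of 11 genes by splitting the 7 arrays into groups of 4 and 3 in all 35 ways. The real split and 4 others gave as many genes, 5 of 35, so chance cannot be excluded by this test, and the highest other split gave 500. That split sets vehicle replicates 2 and 3 and tomatidine replicate 1, the arrays with the lowest shares of probes above background, against the others, and calling several times the real count it points to a structure of the samples. Among the 8 splits that part all 3 pairs of arrays sharing a label tag, the real one gave 11 and the highest other gave 0, and the 4 others with as many genes as the real split part 0 or 1 of the pairs. With only 8 splits this comparison cannot reach a p under 0.05, so it does not exclude chance either. With the slide as a block the count was 8.

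The mean of the electron transport chain list shifted by 0.03 over all arrays (95% interval -0.66 to 0.72), which includes 0, so none of the following tests could exclude an explanation. The shift was 0.17 with the slide as a block, 0.01 without vehicle replicate 2 and tomatidine replicate 1, and 0.08 with the 75th percentile shift in place of the z-score. A difference between slides, the arrays with high negative-control signal, and the scaling of the arrays cannot be told apart from an effect of tomatidine for this list, because the spread between arrays exceeds the shift. With the label tags as a block the shift was -0.12 (standard error 0.07), and an effect of tomatidine remains open.

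The mean of 37 oocyte and early embryo genes shifted by -0.09 (95% interval -0.81 to 0.62), with a median of -0.08 (adjusted p = 0.152 by camera) and with the label tags as a block a median of -0.15 (adjusted p = 0.0112, and adjusted p = 0.830 with an estimated correlation). The shift was 0.15 with the slide as a block and -0.16 without vehicle replicate 2 and tomatidine replicate 1, so a difference between slides and the arrays with high negative-control signal cannot be told apart from an effect of tomatidine, since the interval includes 0. A smaller share of germline and egg RNA was tested on 16 eggshell genes, whose mean shifted by 0.00 (standard error 0.30), which leaves it open as well. The list passed as lower without vehicle replicate 1 (adjusted p = 0.0186), vehicle replicate 4 (adjusted p = 1.59e-04) or tomatidine replicate 1 (adjusted p = 1.66e-05), where with an estimated correlation 0 lists passed (adjusted p of 0.324 or more). It turned to higher with the slide as a block (adjusted p = 0.00505, and adjusted p = 0.677 with an estimated correlation), and without passing when vehicle replicate 2 (adjusted p = 0.663), vehicle replicate 3 (adjusted p = 0.889) or tomatidine replicate 3 (adjusted p = 0.356) was left out.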

How the results depend on the processing

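Array quality weights, the pair of arrays left out, the unmatched probes and an estimated correlation under the other alternatives that tested lists were chosen after seeing the data. All 11 higher genes kept a positive log2 fold change under every alternative that tested them, with 6 of them tested among genes well above background on all 7 arrays. The sizes depend on the processing, and with normexp and quantile normalization were 1.77 for *cyp-33C1*, 2.51 for *cror-2*, 1.48 for *cyp-13A3*, 0.99 for *srbc-16*, 1.71 for *cyp-33D1*, 1.59 for *E02C12.6*, 1.75 for *T16G1.6*, 1.45 for *cyp-34A7*, 1.52 for *T16G1.4*, 1.47 for *B0563.9* and 1.14 for *F57H12.6*. Higher genes numbered 8 to 12 under most alternatives, but 5 among genes well above background on all 7 arrays, 6 with limma without trend, and 7 to 11 in the 7 fits without 1 array. With the replicate block by label tag 23 were higher. With the replicate block by title number, whose numbers do not pair the arrays, 28 were higher and 1 was lower. Without the pair of arrays with high negative-control signal 1 was lower. The t-test gave 85 higher and 137 lower at p under 0.05, and 0 after Benjamini-Hochberg. An absolute z-ratio of at least 1.5 alone gave 1278 genes. The median of all genes stayed within 0.06 of 0. Probes near background limit what dim transcripts show.

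Of 13 lists past the test, 7 kept their direction and passed with the replicate block by label tag, 10 with the slide as a block (24 lists in all), and 0 with an estimated correlation or by fry, where each of the 13 had an adjusted p of 0.890 and 0.994. Fry tests a list against no change and not against other genes. By fry, complex I, the intermembrane space and the mitochondrial ribosome also turned to lower without passing (0.994). Lists past the test numbered 6 to 31 in the fits without 1 array. Lists were not tested with unmatched probes kept or by the t-test. With an estimated correlation 0 of 50 lists passed under any of the other alternatives. The lowest adjusted p was 0.324, without vehicle replicate 4, so no list call given below holds there. Whether that setting could pass a list that did change was not tested. Values in parentheses below are adjusted p from camera.

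With the replicate block by label tag, core histones (0.265), cathepsins (0.366), intestine (0.195), infection response (0.180) and UDP-glucuronosyltransferases (0.119) no longer passed. The cytosolic ribosome (0.0127), mitochondrial dynamics (0.0250), oocyte genes (0.0112), the electron transport chain (0.0133), complex I (0.0112) and the mitochondrial ribosome (0.0112) passed as lower. Reactive oxygen species defense (0.877), the mitochondrial matrix (0.0545), fatty acid synthesis (0.374), the mitochondrial unfolded protein response (0.576) and the intermembrane space (0.195) turned to lower without passing. It changed no other call of the lists named.

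With the replicate block by title number, the cytosolic ribosome (0.112) and pharynx (0.0934) no longer passed, glutathione S-transferases (0.00824) passed as higher, and mitochondrial dynamics (0.0385) and oocyte genes (2.06e-04) passed as lower. SKN-1 target genes (0.875) turned to higher, and the mitochondrial matrix (0.958), fatty acid synthesis (0.875), complex I (0.870), the mitochondrial unfolded protein response (0.875), the intermembrane space (0.841) and the mitochondrial ribosome (0.841) to lower, without passing.

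Under the slide block, pharynx (0.0716), UDP-glucuronosyltransferases (0.766) and DNA damage response (0.437) no longer passed. Oocyte genes (0.00505), the electron transport chain (3.03e-04), the mitochondrial matrix (6.68e-04), fatty acid synthesis (0.0466) and complex I (0.0427) passed as higher, and mitophagy (0.384) turned to higher without passing. Without the pair of arrays with high negative-control signal, core histones (0.789), cuticle collagens (0.835) and DNA damage response (0.0992) no longer passed, glutathione S-transferases (0.00254) passed as higher and oocyte genes (0.00582) as lower. SKN-1 target genes (0.636) turned to higher, and the cytosolic ribosome (0.827), the intermembrane space (0.524) and the mitochondrial ribosome (0.701) to lower, without passing.

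With normexp and quantile normalization, the cytosolic ribosome (0.245), cuticle collagens (0.0786), pharynx (0.222), UDP-glucuronosyltransferases (0.161) and DNA damage response (0.0927) no longer passed, the mitochondrial matrix (0.0400) passed as higher, oocyte genes (0.0124) passed as lower, and SKN-1 target genes (0.766) turned to higher. With the raw median signal, cuticle collagens (0.0756), pharynx (0.139), UDP-glucuronosyltransferases (0.0873) and DNA damage response (0.0756) no longer passed, and SKN-1 target genes (0.743) turned to higher. With array quality weights, cuticle collagens (0.332), UDP-glucuronosyltransferases (0.0649) and DNA damage response (0.0627) no longer passed, and glutathione S-transferases (0.0194) and the electron transport chain (0.0103) passed as higher. With no filter, pharynx (0.378) and DNA damage response (0.0820) no longer passed. Among genes well above background on all 7 arrays, pharynx (0.0829) no longer passed, glutathione S-transferases (0.0178) passed as higher, and SKN-1 target genes (0.974) turned to higher. With the 75th percentile shift, UDP-glucuronosyltransferases (0.0650) and DNA damage response (0.0610) no longer passed, and the electron transport chain (0.0292) passed as higher. With the mean over kept probes, glutathione S-transferases (0.0408) passed as higher.

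In the fits without 1 array, the adjusted p ran from 2.11e-09 to 0.0979 for cytochrome P450, 3.81e-10 to 0.973 for core histones, 1.15e-11 to 0.0847 for the cytosolic ribosome, 6.84e-10 to 0.518 for cathepsins, 3.52e-07 to 0.143 for intestine, 4.31e-07 to 0.775 for cuticle collagens, 3.61e-05 to 0.208 for infection response, 0.00228 to 0.338 for pharynx, 2.10e-04 to 0.908 for UDP-glucuronosyltransferases and 0.00940 to 0.294 for DNA damage response. It ran from 0.00587 to 0.655 for glutathione S-transferases, 0.0129 to 0.707 for mitochondrial dynamics, 1.66e-05 to 0.889 for oocyte genes, 4.12e-06 to 0.895 for the electron transport chain, 0.0342 to 0.974 for reactive oxygen species defense, 0.0336 to 0.845 for mitophagy, 3.53e-05 to 0.902 for the mitochondrial matrix, 0.00757 to 0.895 for fatty acid synthesis, 0.00203 to 0.895 for complex I, 0.0342 to 0.895 for the mitochondrial unfolded protein response, 0.318 to 0.989 for SKN-1 target genes, 0.0945 to 0.863 for the intermembrane space and 0.0168 to 0.895 for the mitochondrial ribosome.

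Some lists passed as higher in some of these fits and as lower in others. They were the cytosolic ribosome, the electron transport chain, the mitochondrial matrix, complex I and the mitochondrial ribosome. Some of these fits also turned the direction of a list that did not pass there. Leaving out vehicle replicate 1 turned the mitochondrial matrix (0.103), fatty acid synthesis (0.533), the mitochondrial unfolded protein response (0.626) and the intermembrane space (0.198) to lower. Leaving out vehicle replicate 2 turned oocyte genes (0.663) and SKN-1 target genes (0.556) to higher, and leaving out vehicle replicate 3 did so for oocyte genes (0.889). Leaving out vehicle replicate 4 turned fatty acid synthesis, complex I, the mitochondrial unfolded protein response and the mitochondrial ribosome (0.895 each) and the intermembrane space (0.863) to lower, and SKN-1 target genes (0.895) to higher. Leaving out tomatidine replicate 1 turned reactive oxygen species defense (0.813), fatty acid synthesis (0.556), complex I (0.0964), the mitochondrial unfolded protein response (0.631) and the intermembrane space (0.0945) to lower, and SKN-1 target genes (0.989) to higher. Leaving out tomatidine replicate 2 turned SKN-1 target genes (0.728) to higher, and leaving out tomatidine replicate 3 did so for oocyte genes (0.356) and mitophagy (0.845).

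Among genes the paper names, log2 fold changes near 0 changed sign. Under the slide block they were -0.05 for *pink-1*, 0.02 for *skn-1*, 0.09 for *sqst-1* and -0.15 for *gcs-1*. With the replicate block by label tag they were -0.05 for *lgg-1* and -0.03 for *hsp-6*, and with that by title number -0.10 for *hsp-6*. Without the pair of arrays with high negative-control signal they were -0.12 for *lgg-1* and 0.01 for *sqst-1*, and with the 75th percentile shift 0.01 for *sqst-1*. Without 1 array they ran from -0.09 to 0.11 for *pink-1*, -0.16 to 0.22 for *lgg-1*, -0.15 to 0.15 for *sqst-1*, -0.02 to 0.54 for *hsp-60*, -0.10 to 0.24 for *hsp-6* and -0.05 to 0.19 for *gcs-1*. For each change given here, the cause was not tested.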

Differences from the paper's values

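The paper's Table S2 gives a set z for gene ontology terms, and 11 of its terms were set beside lists written by hand, whose members differ from those of the terms. The sign was the same for 6 of 11 terms, and for 8 of 11 with the label tags as a block. The paper states no error for its values. A value here is counted as within range of the paper's where it has the same sign and lies no further from it than the standard deviation of the set z here over the 7 fits without 1 array. These fits share most of their arrays, so this range is narrower than an error between replicates. A value outside it may still lie within such an error. There were 18 alternatives set before the data were examined. Of these, the label tags as a block and the fit without vehicle replicate 1 give the same set z for every list, because that array is in no pair, so where both are counted below they are 1 value. The block by title number and the fit without vehicle replicate 4 likewise give the same set z, and are 1 value among the 10 counted for ribosome biogenesis.

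For the electron transport chain the paper's set z is -1.54 and the value here is 0.81, with 3 alternatives within range of the paper's value (the label tags as a block, without vehicle replicate 1 and without tomatidine replicate 1) and the other 15 outside. For the mitochondrial matrix the paper's value is -4.72 and the value here 0.42, with 2 alternatives within range (the label tags as a block and without vehicle replicate 1) and 16 outside. For the mitochondrial intermembrane space the paper's value is 1.16 and the value here 0.03. There, 9 alternatives were within range (the 75th percentile shift, normexp and quantile normalization, the raw median signal, the mean over kept probes, the slide as a block, and without vehicle replicates 2 or 3 or tomatidine replicates 2 or 3) and 9 were not. For glutathione metabolism the paper's value is 3.20 and the value here 0.53, with 0 of 18 alternatives within range.

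The paper's value for the response to gamma radiation is 2.37, set beside -2.07 for the DNA damage response and apoptosis, a wider group, with 0 of 18 alternatives within range. For structural constituents of the ribosome the paper's value is -3.92 and the value here 4.06, with 3 alternatives within range (the label tags as a block, without vehicle replicate 1 and without tomatidine replicate 1) and 15 outside. For ribosome biogenesis the paper's value is -1.64 and the value here, for ribosome biogenesis and nucleolus, is -1.10, within range, as were 10 of 18 alternatives. For lipase activity the paper's value is 5.32 and the value here 2.25, with 0 of 18 within range. For neuropeptide signaling the paper's value is 2.29 and the value here, for neuropeptides and insulins, 6.18, with 1 alternative within range (the slide as a block) and 17 outside. For fatty acid biosynthesis the paper's value is -2.16 and the value here 0.57, and for methionine biosynthesis 3.04 and 0.31, each with 0 of 18 alternatives within range.

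The paper lists changed gene ontology terms, 36 higher and 25 lower by its Table S2, from parametric analysis of gene set enrichment. The tests here, on other lists and with camera, gave 12 higher and 1 lower, and 0 with an estimated correlation. Fig. 2A shows 3 control and 3 tomatidine columns, and the files hold 4 vehicle and 3 tomatidine arrays.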

Other observations

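The tests on neighboring genes were chosen after the called genes were seen.

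Genes of the core histones, cathepsins, intestine, cuticle collagens, infection response and pharynx were on balance higher with tomatidine than other genes by camera at a preset correlation. Each had an adjusted p of 0.890 with an estimated correlation and did not pass there. The medians on the log2 scale were 0.16 over 45 core histone genes (adjusted p = 6.09e-05), 0.17 over 24 cathepsins and aspartyl proteases (adjusted p = 0.00144), 0.15 over 21 intestinal genes (adjusted p = 0.00302), 0.13 over 131 cuticle collagens (adjusted p = 0.00357), 0.22 over 21 infection and immune response genes (adjusted p = 0.00485) and 0.14 over 18 pharyngeal genes (adjusted p = 0.0165). In these lists 0 genes passed limma's test, and 1 passed when adjusted over the list alone, *pgp-1* of the intestinal list at a log2 fold change of 1.73. Within slide 1 and slide 2 the medians were 0.34 and 0.04, 0.67 and -0.13, 0.26 and 0.05, 0.33 and -0.25, 0.35 and -0.12, and 0.08 and 0.09, in the order given above. Under the slide block they were 0.22, 0.20, 0.18, 0.08, 0.11 and 0.06, with adjusted p of 2.05e-10, 4.01e-04, 0.00145, 0.0275, 0.0466 and 0.0716. With an estimated correlation in that fit the adjusted p was 0.720 for cuticle collagens and 0.677 for each of the others. Blocked by label tag, core histones (adjusted p = 0.265), cathepsins (adjusted p = 0.366), intestine (adjusted p = 0.195) and infection response (adjusted p = 0.180) did not pass. Leaving out vehicle replicate 1 ended the call for core histones (adjusted p = 0.120), cathepsins (adjusted p = 0.369), intestine (adjusted p = 0.143) and infection response (adjusted p = 0.143), and leaving out tomatidine replicate 1 did so for these lists (adjusted p of 0.973, 0.518, 0.0938 and 0.0998) and for cuticle collagens (adjusted p = 0.775). Without vehicle replicate 3 cathepsins (adjusted p = 0.0572), cuticle collagens (adjusted p = 0.332), infection response (adjusted p = 0.208) and pharynx (adjusted p = 0.205) did not pass, nor did pharynx without vehicle replicate 4 (adjusted p = 0.0802) or tomatidine replicate 2 (adjusted p = 0.338).

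With the label tags as a block, 12 genes passed that did not pass without it. Their log2 fold changes in that fit were 2.63 for *D1086.9*, 2.61 for *nlp-32*, 2.55 for *ugt-36*, 2.52 for *drd-10*, 2.37 for *rol-6*, 1.84 for *clec-232*, 1.75 for *pgp-1*, 1.65 for *sqt-1*, and 1.05 to 1.58 for *cyp-33C2*, *H39E23.3*, *ora-1* and *C17H12.8*, with adjusted p from 5.27e-04 to 0.0458. The vehicle arrays well above background were 1 of 4 for *nlp-32* and *drd-10*, 2 of 4 for *ugt-36*, *rol-6*, *sqt-1* and *clec-232*, and 3 of 4 for *D1086.9*. Each gene was higher in 3 of 3 pairs of arrays. This adds no support, because the genes were picked by a fit on those pairs. Without the block their adjusted p ran from 0.361 to 1.00. These genes were named after their values were seen, and no shared function was tested.

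The paper studies mitophagy, biogenesis of mitochondria and the SKN-1 pathway with other assays. These include imaging of muscle cells in younger adults, worms with a gene knocked down or mutated, and protein levels in human cells. Transcript levels of whole worms on adult day 7 do not test those results. Here *dct-1* had a log2 fold change of -0.10 (standard error 0.20), *pink-1* 0.04 (standard error 0.19), *skn-1* -0.09 (standard error 0.19), *atfs-1* -0.19 (standard error 0.22), *lgg-1* 0.04 (standard error 0.26), *sqst-1* -0.01 (standard error 0.23), *hsp-6* 0.02 (standard error 0.24), *hsp-60* 0.26 (standard error 0.28), *gcs-1* 0.03 (standard error 0.20), *sir-2.1* -0.23 (standard error 0.21), *aak-2* 0.26 (standard error 0.29) and *myo-3* 0.30 (standard error 0.21). Each had an adjusted p of 1.00 from limma. Of 33 genes of mitophagy and autophagy, 14 of mitochondrial dynamics and biogenesis, 15 of the mitochondrial unfolded protein response and 15 SKN-1 targets, 0 passed the test and 0 passed when adjusted over the list alone, while 1 of mitophagy was lower at an unadjusted p under 0.05 and 0 of the others were. Their medians were -0.07 (adjusted p = 0.344), -0.20 (adjusted p = 0.0669), 0.01 (adjusted p = 0.769) and -0.04 (adjusted p = 0.823). With the label tags as a block, mitochondrial dynamics and biogenesis was lower, with a median of -0.23 (adjusted p = 0.0250, and adjusted p = 0.830 with an estimated correlation) and medians of -0.33, -0.15 and -0.03 in the pairs. It was also lower without vehicle replicate 1 (adjusted p = 0.0180), vehicle replicate 4 (adjusted p = 0.0229) or tomatidine replicate 1 (adjusted p = 0.0129), as was mitophagy without tomatidine replicate 1 (adjusted p = 0.0336), while the unfolded protein response was higher without vehicle replicate 2 (adjusted p = 0.0342). In these fits 0 lists passed with an estimated correlation (adjusted p of 0.324 or more). The medians of the 4 lists on slide 1 and slide 2 were -0.01 and -0.04, -0.13 and -0.12, 0.09 and -0.02, and -0.01 and -0.26. Among probes not matched to a gene, 14 carry sequence names with the prefix of the mitochondrial genome, of which 0 passed the test, with a median of -0.05.

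Genes next to the called genes on the chromosomes tended to be higher too, which may reflect shared regulation or probes that share signal between related genes. The nearest kept genes on either side, 19 in all, had a mean log2 fold change of 0.42, against a median of -0.01 in 10000 random sets of as many genes (one-sided permutation p = 2.00e-04), 16 of them were above 0, and 0 passed limma's test. The 14 neighbors that are not cytochrome P450 genes had a mean of 0.32 (one-sided permutation p = 0.00220), with the largest values at *ora-1* (1.48) and *dhs-14* (1.05). Several of them lie next to called genes of other families, where signal shared between cytochrome P450 paralogs could not act. They therefore cannot decide whether such sharing raised the cytochrome P450 neighbors, which ran from 0.13 to 1.60. Both permutations draw genes at random and measure no spread between arrays. Neighbors of other families that resemble a called gene were not separated, so sharing of signal among these stays open.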
